# SIRT6 Is Essential for Adipocyte Differentiation by Regulating Mitotic Clonal Expansion

**DOI:** 10.1016/j.celrep.2017.03.006

**Published:** 2017-03-28

**Authors:** Qiang Chen, Wenhui Hao, Cuiying Xiao, Ruihong Wang, Xiaoling Xu, Huiyan Lu, Weiping Chen, Chu-Xia Deng

## Abstract

Preadipocytes initiate differentiation into adipocytes through a cascade of events. Mitotic clonal expansion, as one of the earliest events, is essential for adipogenesis. However, the underlying mechanisms that regulate mitotic clonal expansion remain elusive. SIRT6 is a member of the evolutionarily conserved sirtuin family of nicotinamide adenine dinucleotide (NAD)+-dependent protein deacetylases. Here, we show that SIRT6 deficiency in preadipocytes blocks their adipogenesis. Analysis of gene expression during adipogenesis reveals that KIF5C, which belongs to the kinesin family, is negatively regulated by SIRT6. Furthermore, we show that KIF5C is a negative factor for adipogenesis through interacting with CK2α′, a catalytic subunit of CK2. This interaction blocks CK2α′ nuclear translocation and CK2 kinase activity and inhibits mitotic clonal expansion during adipogenesis. These findings reveal a crucial role of SIRT6 in adipogenesis and provide potential therapeutic targets for obesity.

## In Brief

Chen et al. demonstrate that SIRT6 is essential for adipogenesis by regulating mitotic clonal expansion. KIF5C is negatively regulated by SIRT6, and KIF5C is a negative regulator for adipogenesis by blocking CK2α′ nuclear translocation and CK2 kinase activity.

## INTRODUCTION

Adipocytes are derived from pluripotent mesenchymal stem cells (MSCs) that become restricted to the adipocyte lineage through a multistep process of commitment (Tang and Lane, 2012). Recruitment to this lineage gives rise to preadipocytes, which undergo several stages and then differentiate into adipocytes. One of the earliest events occurring in adipogenesis is that growth-arrested preadipocytes synchronously re-enter the cell cycle and undergo several rounds of cell divisions, known as mitotic clonal expansion (Tang et al., 2003b). It is indicated that mitotic clonal expansion is essential for adipogenesis, and C/EBPβ is an important early transcription factor that activates cell-cycle genes during mitotic clonal expansion (Reichert and Eick, 1999; Tang et al., 2003a). In addition, a recent study showed that the fat mass- and obesity-associated (FTO) gene affects adipogenesis by regulating mitotic clonal expansion (Merkestein et al., 2015). However, the underlying mechanism that regulates mitotic clonal expansion is poorly understood.

Sirtuins constitute a family of nicotinamide adenine dinucleotide (NAD)+-dependent protein deacetylases involved in stress resistance and metabolic homeostasis (Finkel et al., 2009). In mammals, there are seven members of this family (SIRT1–7) that localize to various subcellular compartments (Finkel et al., 2009). SIRT6 is found predominantly in the nucleus and plays a role in genomic stability, aging, glucose, and lipid metabolism, and the inflammatory response (Kawahara et al., 2009; Kim et al., 2010; Mostoslavsky et al., 2006; Xiao et al., 2010, 2012; Zhong et al., 2010). We have previously demonstrated that SIRT6 regulates glucose homeostasis and that SIRT6 deficiency results in severe hypoglycemia by enhancing insulin-stimulated glucose uptake in mice, leading to death of the majority of mice within 10 days after weaning (Xiao et al., 2010). Insulin increases glucose uptake and promotes the storage of substrates in fat, liver, and muscle by stimulating lipogenesis and glycogen and protein synthesis. However, SIRT6 mutant mice are very skinny and display a number of severe metabolic abnormalities (Xiao et al., 2010). The molecular mechanism regarding the role of SIRT6 in these processes is not fully understood.

We have shown that feeding SIRT6-deficient mice water containing 10% glucose could suppress their early post-weaning lethality, and most SIRT6-deficient mice (83%) survived to adulthood (Xiao et al., 2010), suggesting that energy homeostasis in SIRT6 mutant mice is impaired. Adipose tissue is an important metabolic organ that is crucial for whole-body insulin sensitivity and energy homeostasis. It has been reported that deletion of C/EBPα or C/EBPβ, which are essential for adipogenesis, impaired energy homeostasis and induced hypoglycemia in mice (Liu et al., 1999; Wang et al., 1995). SIRT6 deficiency also results in hypoglycemia and impairment of energy homeostasis, suggesting that SIRT6 could play an important role in regulating adipocyte differentiation. Using an adipogenesis assay, we demonstrate that SIRT6 deficiency impairs adipogenesis and that SIRT6 is an essential factor for mitotic clonal expansion during adipogenesis by inhibiting the expression of KIF5C and enhancing CK2 activity.

## RESULTS

### SIRT6 Is Required for Adipogenesis In Vivo and In Vitro

To address the effect of SIRT6 on adipogenesis, we analyzed body weight and subcutaneous adipocytes in the SIRT6 mutant (MT) and wild-type (WT) neonatal pups (within 12 hr after birth). For analyzing the subcutaneous white adipocytes, transverse sections of the mice were cut at the level of the scapulae. Staining with an antibody against perilipin A, a protein that localizes on the membrane of lipid droplets of adipocytes (Brasaemle et al., 2004), we found that the number of subcutaneous adipocytes was remarkably reduced in the SIRT6 MT pups compared with their WT littermates (Figures 1A and 1B; Figure S1A), and the body weight of MT pups was lighter than that of WT pups (Figure S1B). These data suggest, but do not prove, that SIRT6 deficiency impaired fat development because SIRT6 is also mutated in other tissues that may indirectly affect adipogenesis. To further investigate the role of SIRT6 in adipogenesis, we used *Sirt6*^*flox/flox*^ mouse embryonic fibroblasts (MEFs) with or without tamoxifen-inducible Cre (*Tam-Cre*) for adipogenesis in vitro. We showed that *Sirt6* could be deleted in the *Sirt6*^*flox*/*flox*^; *Tam-Cre* MEFs but not in *Sirt6*^*flox/flox*^ MEFs without *Tam-Cre* (as a control) upon 4-hydroxytamoxifen (4-HT) treatment (Figure 1C). In adipogenesis assays, approximately 20%–30% of primary WT MEFs differentiated into adipocytes, as determined by oil red O staining. In contrast, deletion of *Sirt6* resulted in a severe adipogenesis defect and significantly reduced the expression of adipogenesis markers, including PPARγ, C/EBPα, aP2, and adiponectin (Figures 1C and 1D; Figure S1C). To confirm the function of SIRT6 in adipogenesis, we studied 3T3-L1 cells, and the data indicated that SIRT6 deficiency impaired the differentiation of 3T3-L1 cells into adipocytes (Figures 1E and 1F; Figure S1D). These data indicate that SIRT6 is required for adipogenesis in vivo and in vitro.

### SIRT6 Deficiency Impairs Mitotic Clonal Expansion during Adipogenesis

During adipogenesis, fibroblast-like preadipocytes differentiate into adipocytes through sequential, stages including growth arrest, mitotic clonal expansion, terminal differentiation, and maturation of white adipocytes (Lefterova and Lazar, 2009). To further investigate how SIRT6 regulates adipogenesis, 3T3-L1 cells were infected with short hairpin RNA (shRNA) targeting SIRT6 at different time points, followed by induction of adipogenesis. Knockdown (KD) of SIRT6 2 days before differentiation led to a severe adipogenesis defect (Figure 2A). KD of SIRT6 on the differentiation day partially blocked adipogenesis, whereas KD of SIRT6 1 day after differentiation had no effect on adipogenesis. The data suggest that SIRT6 is required for adipogenesis at the early stage.

One of the earliest events occurring in adipogenesis is that growth arrest preadipocytes undergo mitotic clonal expansion (Tang et al., 2003b). To determine whether SIRT6 deficiency affects mitotic clonal expansion, the number of 3T3-L1 cells and MEFs during the early process of adipogenesis was counted. The growth curve during adipogenesis showed that SIRT6 deficiency inhibited mitotic clonal expansion (Figure 2B). Preadipocytes cultured to confluence in vitro became growth-arrested at the G0-to-G1 cell cycle transition because of contact inhibition, and then they re-entered the cell cycle upon hormonal induction. A bromodeoxyuridine (BrdU) incorporation assay was performed in 3T3-L1 cells before and after induction for 16 and 20 hr to monitor this process. As shown in Figure 2C, the percentage of BrdU incorporation in cells treated with control shRNA increased BrdU-positive cells up to about 35% after induction for 16 and 20 hr, whereas SIRT6 KD cells had significantly less BrdU incorporation. Because the number of SIRT6 KD cells did not increase during this period of time despite about 25% of them being positive for BrdU, we measured the percentage of mitotic cells, and the data indicated that the mitotic index in control cells increased from 0.62% to 1.75%, whereas very little increase was detected in SIRT6 KD cells during this period of 20 hr in the differentiation medium (DMI) (Figure 2D). To exclude the possibility that the much lower mitotic index of SIRT6 KD is caused by a faster rate of cells exiting from mitosis, we treated cells with nocodazole (Noc), which accumulates in cells at mitosis, and the we detected that 10.63% cells in the control group entered mitosis, whereas only 2.57% of SIRT6 KD cells entered mitosis. Meanwhile, we found that SIRT6 KD cells have more apoptosis compared with WT cells after differentiation in 3T3-L1 cells (Figure 2E). These observations suggest that SIRT6 deficiency blocks the cell cycle at the S and M phases, which induces cell death. This may account for the failed cell expansion at the early phase of adipogenesis. To further investigate this, we measured the expression of proteins that regulate cell-cycle progression, such as cyclin A, cyclin B, cyclin E, CDK1, CDK2, E2F1, and p27, in 3T3-L1 cells after induction. p27, a CDK inhibitor, decreased in WT cells during adipogenesis, but its level was still high in SIRT6 KD cells (Figures 2F and 2G), suggesting that SIRT6 could regulate mitotic clonal expansion through inhibiting p27 degradation during adipogenesis. Therefore, these data indicate that SIRT6 plays a vital role in mitotic clonal expansion during adipogenesis.

### SIRT6 Represses KIF5C Expression during Adipogenesis

To further address how SIRT6 regulates mitotic clonal expansion during adipogenesis, we performed an mRNA microarray to measure gene expression in WT and SIRT6 KD 3T3-L1 cells before or after induction for 20 hr and 40 hr, respectively. 

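Gene expression was measured on Mouse Gene ST arrays (Affymetrix) in 3T3-L1 cells, a mouse preadipocyte line that becomes adipocytes after hormonal induction. WT and SIRT6 KD cells were each sampled before induction and 20 hr and 40 hr after it, with 3 replicates in each of the 6 groups and 1 array per replicate, 18 arrays in all. The sample labels name the genotypes and 3 time points but describe mice treated with an inhibitor and give no unit of time, so the cells, the shRNA and the hours are taken from the paper. The deposited values are log2 signals made by RMA, which corrects for background, gives all arrays one distribution and summarises the probes of each transcript cluster, a set of probes for one transcribed region. Of 41345 clusters, the 23521 with exactly 1 gene symbol (22180 genes) were compared with limma over all 18 arrays, and p values were adjusted by the Benjamini-Hochberg method. Sirt6 itself, the target of the shRNA, had a signal of 7.24 ± 0.141 (SD, n = 3) in WT cells and 7.07 ± 0.125 (SD, n = 3) in SIRT6 KD cells before induction. Its log2 fold change in SIRT6 KD cells was -0.17 before induction (adjusted p = 0.768), -0.30 at 20 hr (adjusted p = 0.617) and -0.22 at 40 hr (adjusted p = 0.479), each with a standard error of 0.11. Of the 3 SIRT6 KD arrays, 2, 1 and 3 lay below all WT arrays at the respective times (two-sided exact permutation test, p = 0.3, 0.3 and 0.1, where 0.1 is the smallest p that 3 arrays against 3 allow). The log2 fold change of Sirt6 was thus below 0 at each time, while its limma p values are adjusted over all 23521 clusters. The paper also followed SIRT6 protein by western blot and measured SIRT6 mRNA in 3T3-L1 cells by real-time PCR. Olfactory and vomeronasal receptors served as a guide to background, and 53.5% of the clusters had a mean signal above 6.55, the 95th percentile of 1405 clusters of these receptors, called the receptor level here. Arrays of one group correlated at 0.9905 or more across clusters. Nevertheless, 5 arrays (WT replicate 3 before induction, SIRT6 KD replicates 1, 2 and 3 at 20 hr and SIRT6 KD replicate 1 at 40 hr) correlated on average more with the other genotype at their time than with their own group. The comparisons, the gene lists and the rule for the genes named were set before the data were examined, although the values of Tables S1 and S2 had then been seen.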

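Few single genes differed between SIRT6 KD and WT cells at an adjusted p under 0.05 from limma, 5 at 20 hr and 22 at 40 hr. At 20 hr, Kif5c, which encodes a kinesin heavy chain, was higher in SIRT6 KD cells, and Anpep (aminopeptidase N), Pskh1 (a serine kinase), the pseudogene Zfp862-ps and Rap1b (a small GTPase) were lower. At 40 hr, 5 genes were higher, among them Dpt, which encodes the matrix protein dermatopontin, Vegfd, a growth factor for lymphatic vessels, Kif5c and Trim30d. The 17 genes lower at 40 hr included Efna2 (ephrin-A2), the keratin gene Krt16, Ndufa11 (a subunit of respiratory complex I) and Gpd1, the glycerol-3-phosphate dehydrogenase that feeds triglyceride synthesis. For each of these genes other than Rap1b, all 3 SIRT6 KD arrays lay on one side of all 3 WT arrays. The rule that named the largest changes required this, so it is no added support. Over all 22180 genes, the arrays were apart in this way for 11.7% at 20 hr and 16% at 40 hr. The log2 fold change of Anpep was -0.56 (standard error 0.087, adjusted p = 0.0228) at 20 hr, and that of Rap1b, a gene chosen after its values were seen, was -0.44 (standard error 0.07, adjusted p = 0.0274) on the dimmer of its clusters. At 40 hr, the log2 fold change was 0.86 for Dpt (standard error 0.13, adjusted p = 0.015), 0.40 for Vegfd (adjusted p = 0.0489), -0.73 for Efna2 (adjusted p = 0.015), -0.64 for Krt16, whose mean signal lies below the receptor level (adjusted p = 0.02), -0.53 for Ndufa11 (adjusted p = 0.0161) and -0.48 for Gpd1 (adjusted p = 0.0161). Zfp862-ps was lower at both times, with a log2 fold change of -0.46 at 20 hr and -0.73 at 40 hr (adjusted p = 0.000111, the smallest of these). Ndufa11 and Gpd1 have 2 clusters each, and only the brighter one of each passed at 40 hr. Before induction, 0 genes passed with limma and 0 with an unmoderated test, and 1626 and 1596 clusters had an unadjusted p under 0.05. At the thresholds the study used, a fold above 1.5 and an unadjusted p under 0.05, 15 clusters were higher and 3 lower before induction, 11 and 4 at 20 hr, and 16 and 9 at 40 hr. Leaving out 1 array moved the totals of 18, 15 and 25 to as many as 46 (WT replicate 3), 40 (SIRT6 KD replicate 1) and 70 (SIRT6 KD replicate 1). Of the clusters counted with all arrays, 14, 11 and 11 had a mean signal below the receptor level. Averaged over the 3 times, 26 clusters were higher and 63 lower at an adjusted p under 0.05, 89 in all, with 34 to 98 when 1 array was left out. After cyclic loess, 41 were higher and 50 lower. The count of 5 at 20 hr fell to 0 without any single one of 5 of the 6 arrays, to 3 without SIRT6 KD replicate 2 and to 0 after median centring, and that of 22 at 40 hr fell to 2 without WT replicate 2 or 3 or SIRT6 KD replicate 2, to 5 without SIRT6 KD replicate 3 and to 6 without WT replicate 1. At the study's thresholds, the larger share at 40 hr was higher as deposited (64%) but lower after median centring (11 higher, 12 lower) or cyclic loess (9 and 10).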

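Differences between SIRT6 KD and WT cells in groups of genes that work together were small, with list medians near 0 on the log2 scale. At 40 hr, 7 of 25 gene lists were shifted lower relative to all other genes and 0 were shifted higher, at an adjusted p under 0.05 from camera, limma's test of gene lists. They were genes of DNA replication and G1/S, of G2/M and mitosis, of oxidative phosphorylation and of cholesterol synthesis, cytosolic ribosomal proteins, adipocyte genes and targets of glucocorticoids and cAMP. Of 32 measured DNA replication genes, 26 had a log2 fold change below 0, with a median of -0.12 (adjusted p = 0.0037, and 0.48 with an estimated correlation). Of 30 mitosis genes, 27 lay below 0, with a median of -0.10 (adjusted p = 0.0039, and 0.48 with an estimated correlation). Birc5, a survivin that acts in cell division, had -0.36 (adjusted p = 0.143) and Cdc20, an activator of the anaphase-promoting complex, had -0.25 (adjusted p = 0.342). Of 30 adipocyte genes, 22 lay below 0, with a median of -0.04 (adjusted p = 0.012, and 0.19 with an estimated correlation, as for each of the other 4 lists). Gpd1 alone passed over all genes, on the brighter of its 2 clusters, and 5 were lower when adjusted over the list alone. The fatty acid transporter Cd36 had a log2 fold change of -0.43 (adjusted p = 0.142). Oxidative phosphorylation genes had a median of -0.10, with 21 of 23 below 0 and 5 lower when adjusted over the list alone (adjusted p of the list 0.00012). For cholesterol synthesis the median was -0.14, with 13 of 15 below 0 (adjusted p of the list 0.00012), and Stard4, a sterol carrier, had -0.43 (adjusted p = 0.0665). Of 29 ribosomal proteins, 27 lay below 0 (adjusted p of the list 0.00017), and of 17 glucocorticoid and cAMP targets, 13 did (adjusted p of the list 0.04). At 20 hr, 2 lists passed: the glucocorticoid and cAMP targets, with 15 of 17 below 0 (adjusted p of the list 0.0045), and interferon-stimulated genes, with 16 of 26 above 0 (adjusted p of the list 0.025). Both had an adjusted p of 0.075 with an estimated correlation. Before induction, 3 lists were shifted higher: cholesterol synthesis, with 13 of 15 above 0 (adjusted p of the list 3e-04), extracellular matrix, with 23 of 29 (0.028), and interferon-stimulated genes, with 17 of 26 (0.0497). Their adjusted p with an estimated correlation was 0.44, 0.46 and 0.3. Trim30d among the interferon-stimulated genes, Rps24 among the ribosomal proteins and Dpt and Ogn among the matrix genes were picked by the study on these arrays, so the directions of these 3 lists are not independent evidence. With a correlation estimated for each list in place of the preset one, 0 lists passed at any of the 3 times, and 2, 3 and 5 lists had an unadjusted p under 0.05 before induction, at 20 hr and at 40 hr. The count of 7 fell to 4 without WT replicate 2, that of 2 at 20 hr to 1 without WT replicate 1 and to 0 without SIRT6 KD replicate 3, and that of 3 before induction to 1 without WT replicate 1 or SIRT6 KD replicate 2 and rose to 5 without WT replicate 3. With only the clusters above the receptor level, 2 lists passed at 40 hr and 1 before induction. In that fit, 10 single clusters were higher and 91 lower at 40 hr at an adjusted p under 0.05. Part of the list shifts may thus be shared by brighter clusters in general.

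**Figure D1:**
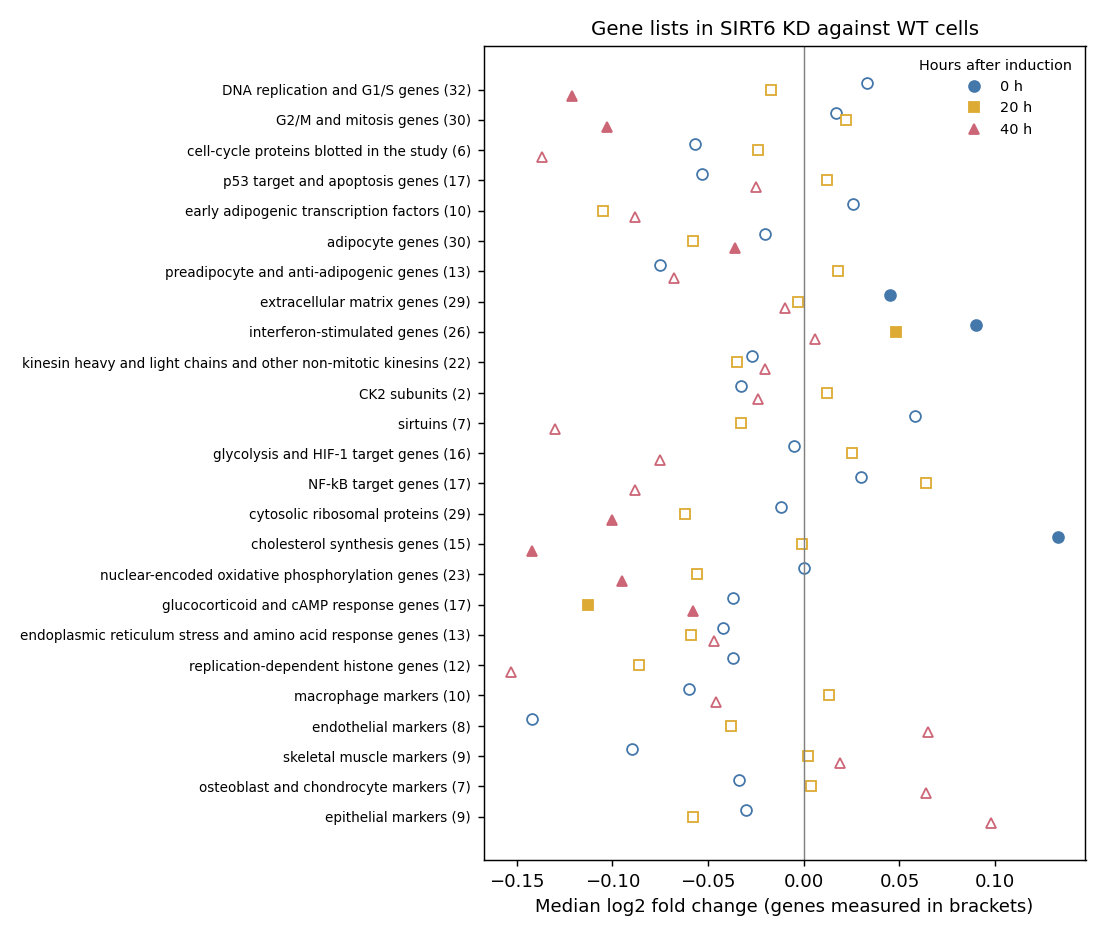
Median log2 fold change of 25 gene lists in SIRT6 KD against WT cells (x axis, log2) before induction (circles), at 20 hr (squares) and at 40 hr (triangles), with the genes measured in brackets. Filled symbols mark an adjusted p under 0.05 from camera, which 3 lists reached before induction (medians above 0), 2 at 20 hr (1 above and 1 below 0) and 7 at 40 hr (below 0), and 0 with an estimated correlation.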

After comparison of WT and SIRT6 KD cells, we found that ten genes were upregulated and four genes were downregulated in SIRT6 KD cells at 20 h, and and 15 genes were upregulated and 13 genes were downregulated in SIRT6 KD cells at 40 hr (Tables S1 and S2). Two genes, *Kif5c* and *Trim30d*, were commonly upregulated in SIRT6 KD cells at both time points (Figure 3A). 

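Kif5c and Trim30d were higher in SIRT6 KD cells than in WT cells at both times after induction, in 3 of 3 arrays each time. The signal of Kif5c fell after induction in WT cells, from 7.41 ± 0.182 (SD, n = 3) to 6.77 ± 0.125 at 20 hr and 6.69 ± 0.095 at 40 hr, while in SIRT6 KD cells it was 7.67 ± 0.147, 7.42 ± 0.054 and 7.33 ± 0.034 (SD, n = 3). The log2 fold change of Kif5c in SIRT6 KD cells was thus 0.26 before induction (adjusted p = 0.672), 0.65 at 20 hr (standard error 0.097, adjusted p = 0.0228) and 0.64 at 40 hr (adjusted p = 0.0154). Trim30d, an interferon-stimulated gene, fell from 8.48 ± 0.181 (SD, n = 3) to 6.16 ± 0.229 at 20 hr in WT cells, and from 8.51 ± 0.127 to 6.77 ± 0.179 (SD, n = 3) in SIRT6 KD cells. Its log2 fold change between the genotypes was 0.03 before induction (adjusted p = 0.975), 0.61 at 20 hr (standard error 0.12, adjusted p = 0.169) and 0.65 at 40 hr (adjusted p = 0.0496). Kif5c (Entrez 16574) lies on chromosome 2 of GRCm38.p6 from 49619286 to 49774778, and Trim30d (Entrez 209387) on chromosome 7 from 104470014 to 104507853. For both genes, a two-sided exact permutation test gave p = 0.1 at 20 hr and at 40 hr, the smallest value possible with 3 arrays against 3. Before induction, the same exact permutation test gave p = 0.2 for Kif5c and p = 0.9 for Trim30d. Kif5c and Trim30d were the 2 genes higher at both times at the study's thresholds, and 0 genes were lower at both. Independent draws would share 0.0075 higher genes, 4 of 100 splits of the arrays, the real one included, gave as many (highest other 2), and the count fell to 0 without WT replicate 3 at 20 hr and to 1 without WT replicate 2 at 20 hr or SIRT6 KD replicate 2 at 40 hr. With the adjusted p, Kif5c was the 1 gene higher at both times, and Anpep and Zfp862-ps were lower at both. The effect of SIRT6 KD after induction was not shown to differ from that before it, for Kif5c (adjusted p = 0.936 at 20 hr and 0.428 at 40 hr) or for Trim30d (adjusted p = 0.913 and 0.381). Leaving out any 1 of the 6 arrays at 20 hr raised the adjusted p of Kif5c there to between 0.0555 and 0.24, and leaving out any 1 of the 6 arrays at 40 hr raised that of Trim30d to between 0.0615 and 0.205 and, except for SIRT6 KD replicate 1, that of Kif5c to between 0.0566 and 0.0854. Other choices of fit, scaling and clusters gave an adjusted p of 0.00516 to 0.699 for Kif5c at 20 hr and of 0.0111 to 0.118 for Trim30d at 40 hr. The paper states that Trim30d is induced by virus infection and therefore focuses on KIF5C.

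**Figure D2:**
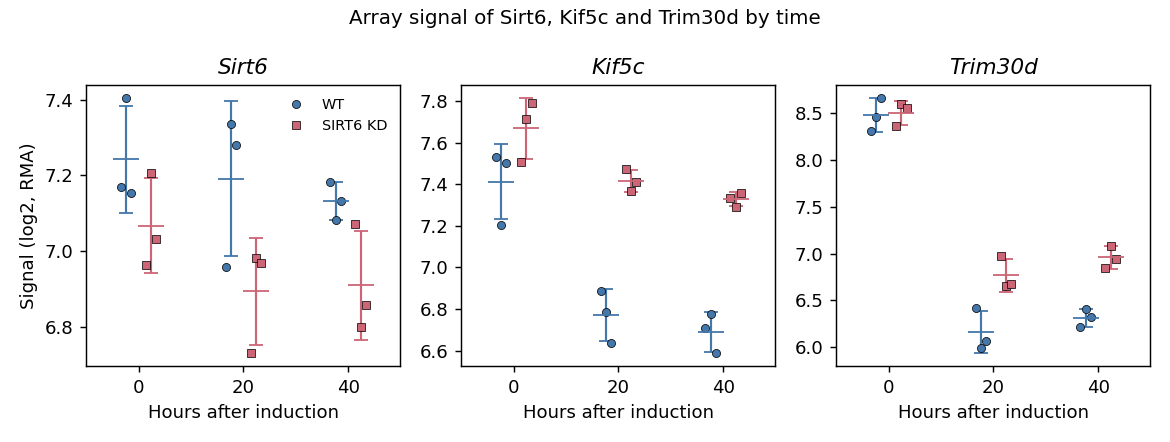
Log2 array signal (y axis) of Sirt6, Kif5c and Trim30d before induction and 20 hr and 40 hr after it (x axis, hours), in WT cells (blue circles) and SIRT6 KD cells (red squares), with 1 point per array, the mean and SD bars (n = 3). At 20 hr and 40 hr the 3 SIRT6 KD arrays lie above the 3 WT arrays for Kif5c and Trim30d.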

Trim30d, also known as TRIM79α, is an interferon-stimulated gene product and is induced by virus infection (Taylor et al., 2011). Therefore, we focused on the function of KIF5C in adipogenesis. To validate the microarray data, the expression of KIF5C in 3T3-L1 cells and MEFs was measured at more time points after induction. The data revealed that KIF5C levels decreased during the course of adipogenesis in both WT cells but not in SIRT6 KD or acute knockout (KO) cells (Figures 3B and 3C), confirming that the expression of KIF5C during adipogenesis is inhibited by SIRT6.

KIF5C belongs to kinesin heavy-chain family that includes KIF5A and KIF5B (Kanai et al., 2000). To test whether SIRT6 especially regulates KIF5C expression during adipogenesis, we measured the expression of the other two members by real-time PCR and found that SIRT6 had no effect on their expression during adipogenesis (data not shown). Next, we constructed a *Kif5c* promoter (−634 to +240) luciferase reporter to address whether SIRT6 affects the activity of the *Kif5c* promoter. SIRT6 overexpression (OX) inhibited the luciferase activity driven by the *Kif5c* promoter but had no effect on the control reporter (Figure 3D). Likewise, SIRT6 KD increased the activity of the *Kif5c* promoter (Figure 3D). The results indicate that SIRT6 affects KIF5C expression through repressing the promoter activity of *Kif5c*.

It has been shown that SIRT6 regulates gene expression as a transcriptional co-repressor by deacetylating histone H3 lysine 9 (H3K9) and histone H3 lysine 56 (H3K56) at target gene promoters (Elhanati et al., 2013; Etchegaray et al., 2015; Kawahara et al., 2009; Kim et al., 2010; Michishita et al., 2009; Schwer et al., 2010). Therefore, the levels of acetylated H3K9 (H3K9Ac) and acetylated H3K56 (H3K56Ac) were measured in 3T3-L1 cells during adipogenesis by western blotting. The levels of H3K9Ac and H3K56Ac were higher in SIRT6 KD cells compared with WT cells after induction for 10 hr and 24 hr (Figures S2A and S2B), which suggests that SIRT6 regulates the levels of H3K9Ac and H3K56Ac during adipogenesis. To investigate whether SIRT6 affects H3K9Ac and H3K56Ac on the *Kif5c* promoter, we measured the recruitment of SIRT6 to the *Kif5c* promoter by chromatin immunoprecipitation (ChIP). The luciferase reporter assay showed that SIRT6 could affect the activity of the *Kif5c* promoter (Figure 3D), so we designed six primers for the *Kif5c* promoter according to the *Kif5c* promoter luciferase reporter (Figure S2C). The data showed that SIRT6 was recruited to the *Kif5c* promoter (−634 to −464) during adipogenesis (Figure S2D). We also found that the levels of H3K9Ac and H3K56Ac on the *Kif5c* promoter decreased as SIRT6 was recruited to the *Kif5c* promoter after induction (Figures S2E and S2F). Further result showed that the levels of H3K9Ac and H3K56Ac on the *Kif5c* promoter in WT cells were significantly lower than those in SIRT6 KD cells after induction (Figure 3E). Altogether, these data, at multiple levels, i.e., endogenous transcription of *Kif5c* (Figure 3B), luciferase reporter activity of the *Kif5c* promoter (Figure 3D), SIRT6 recruitment to the *Kif5c* promoter (Figure S2D), and reduced levels of H3K9Ac and H3K56Ac on the *Kif5c* promoter (Figure 3E) during adipogenesis, indicate that SIRT6 represses KIF5C expression during adipogenesis.

### KIF5C Negatively Regulates Adipogenesis

KIF5C, as a neuronal form of KIF5, mainly expresses in lower motor neurons and maintains motor neurons (Kanai et al., 2000), but its function in adipogeneis is unknown. To investigate this, we performed an adipogenesis assay in KIF5C OX or KD 3T3-L1 cells. We found that KIF5C OX inhibited, whereas KIF5C KD enhanced, adipogenesis (Figures 4A and 4D), indicating that KIF5C negatively regulates adipogenesis. As mentioned above, SIRT6 could regulate mitotic clonal expansion and regulate the expression of KIF5C during adipogenesis. Therefore, we further investigated whether KIF5C regulates mitotic clonal expansion. The growth curve showed that KIF5C OX blocked cell proliferation during adipogenesis (Figure 4B). Furthermore, the BrdU incorporation assay showed that KIF5C OX significantly decreased BrdU incorporation in 3T3-L1 cells after induction for 16 hr compared with WT cells (Figure 4C), whereas KIF5C KD enhanced BrdU incorporation (Figure 4E). These results indicate that KIF5C, as a target of SIRT6, plays a vital role in mitotic clonal expansion and that SIRT6 deficiency impairs adipogenesis because of the increased KIF5C level in 3T3-L1 cells and MEFs.

To verify this, we investigated whether KIF5C KD could rescue the impaired adipogenesis in SIRT6 MT cells. 3T3-L1 cells were infected with shRNA against SIRT6 for 24 hr and then infected with shRNA-KIF5C. The results showed that the KIF5C level was higher in SIRT6 KD cells than in WT cells 24 hr after induction for adipogenesis, and KIF5C expression decreased to a level similar to that in WT cells after KD of KIF5C (Figure 4F). After knocking down KIF5C, adipogenesis in SIRT6 MT cells was partially rescued, and adipogenesis in WT cells was enhanced (Figure 4G). Similar results were obtained in MEFs carrying acute Cre-induced KO of *Sirt6*, where deletion of *Sirt6* increased the KIF5C level (Figure 4H), and KIF5C KD partially rescued adipogenesis (Figure 4I). These results demonstrate that SIRT6 negatively regulates adipogenesis, at least in part, mediated by KIF5C.

### KIF5C Interacts with CK2α′ and Inhibits CK2α′ Nuclear Translocation and Kinase Activity during Adipogenesis

Our results indicate that KIF5C negatively regulates adipogenesis through blocking mitotic clonal expansion. However, it is unclear how KIF5C, as a cytoplasm-based motor protein, executes this function. Recent studies showed that KIF5C interacts with CK2, which is a serine/threonine kinase with a multitude of substrates, including p27, and plays roles in cell differentiation, proliferation, and survival (Filhol and Cochet, 2009; Hauck et al., 2008; Schäfer et al., 2009). Our results showed that p27 degradation was blocked in SIRT6-deficient cells during adipogenesis. Thus, we hypothesized that KIF5C could affect cell proliferation during adipogenesis through regulating CK2 activity. To test this hypothesis, we investigated the interaction of KIF5C with CK2 in 3T3-L1 cells. CK2 mainly appears as a heterotetramer consisting of two catalytic α or α’ subunits and two regulatory β subunits (Filhol and Cochet, 2009). Co-immunoprecipitation (coIP) was performed to detect the interaction of endogenous KIF5C with CK2α and CK2α′. The data showed that KIF5C interacts with CK2α′. reciprocally but has no interaction with CK2α (Figure 5A; Figure S3A). This is perhaps due to the fact that KIF5C mainly localizes in the cytoplasm, where it serves as a motor protein for transporting specific cargoes along the microtubules (Schäfer et al., 2009), whereas CK2α mainly localizes in the nuclei of 3T3-L1 cells regardless of induction (Figure S3B). KIF5C and Myc-tagged CK2α′ were co-expressed in 293T cells, and we checked whether KIF5C has any interaction with CK2α′ under ectopic expression conditions. As shown in Figure 5B, KIF5C interacted with CK2α′ reciprocally, confirming this interaction in 3T3-L1 cells.

Furthermore, we investigated whether KIF5C has an effect on CK2 activity. The results showed that KIF5C KD enhanced CK2 kinase activity, whereas KIF5C OX impaired it (Figures S3C and S3D). Several lines of evidence have shown that a variety of growth stimuli evoke a translocation of CK2 to the nuclear matrix (NM), which is an important subnuclear locale of CK2 functional signaling (Guo et al., 2001; Tawfic et al., 2001; Yu et al., 2001). Our result showed that CK2 activity in nuclear lysate was significantly higher than in total lysate of 3T3-L1 cells (Figure S3E). Therefore, we hypothesized that KIF5C blocks CK2 activity by interacting with CK2α′ and inhibiting its nuclear translocation during adipogenesis. To investigate this, CK2α′ nuclear translocation was measured under KIF5C OX or KD conditions during adipogenesis by western blotting. CK2α′ went into the nucleus after induction for 6 hr, and KIF5C OX blocked CK2α′ nuclear translocation during adipogenesis (Figures 5C and 5D). In contrast, KIF5C KD significantly enhanced CK2α′ nuclear translocation 8 hr after induction (Figures S4A and S4B). These results indicate that KIF5C negatively regulates CK2 activity through blocking CK2α′ nuclear translocation. To further investigate whether SIRT6 could affect CK2 activity and CK2α′ nuclear translocation, we measured CK2 kinase activity in nuclear lysate and CK2α′ nuclear translocation before and after adipogenesis. The result showed that CK2 kinase activity increased in WT cells after induction for adipogenesis, whereas SIRT6 mutation impaired its activity (Figure 5E). The results also showed that SIRT6 KD impaired nuclear translocation of CK2α′ during adipogenesis (Figures 5F and 5G; Figures S4C and S4D). In addition, primary white preadipocytes were isolated from *Sirt6*^*flox/flox*^ mice and induced for adipogenesis. As shown in Figure S5, the results further confirm the conclusion that SIRT6 deficiency impairs adipogenesis and blocks nuclear translocation of CK2α′ by interaction with KIF5C.

### The Kinase CK2 Is Required for Mitotic Clonal Expansion during Adipogenesis

CK2 is involved in a variety of cellular processes, including cell-cycle progression, apoptosis, transcription, and viral infection (St-Denis and Litchfield, 2009). However, the function of CK2 in adipogenesis remains undetermined. Our results suggest that CK2 could play an important role in cell proliferation during adipogenesis. To investigate this, 3T3-L1 cells were infected with shRNA-CK2α′ for 2 days before they were subjected to an adipogenesis assay. KD of CK2α′ significantly impaired adipogenesis and blocked mitotic clonal expansion during adipogenesis (Figures 6A–6C). The data showed that SIRT6 KD inhibited CK2 kinase activity and p27 degradation during adipogenesis. It has been reported that, late in the G1 phase and early in S phase, p27 was phosphorylated at Thr187 by cyclin E-Cdk2 and that this phosphorylation promotes its proteasomal degradation (Carrano et al., 1999; Sheaff et al., 1997). A recent study showed that CK2 regulated the proliferation of cardiomyocytes by inducing p27 phosphorylation and degradation (Hauck et al., 2008). It has been suggested that SIRT6 could regulate CK2 activity and that CK2 mediates p27 degradation during adipogenesis. To test our hypothesis, the levels of p27 were detected in WT and CK2α′ KD cells during adipogenesis. As shown in Figure 6D, the p27 level significantly decreased in WT cells during adipogenesis but not in CK2α′ KD cells. Furthermore, the data showed that phosphorylated p27 (Thr187) was induced in WT 3T3-L1 cells during adipogenesis but not in CK2α′ KD or SIRT6 KD cells (Figure S6). Therefore, our data indicate that CK2 plays an important role in mitotic clonal expansion through inducing p27 phosphorylation and degradation and that SIRT6 promotes p27 degradation through the CK2 signaling pathway.

CK2β, as a regulatory subunit of CK2, affects the activity of catalytic subunits such as CK2α′ and CK2α (Niefind et al., 2001). To further confirm the role of CK2 in adipogenesis, KD of CK2β was performed in 3T3-L1 cells. As shown in Figures 6E–6G, CK2β KD resulted in a severe adipogenesis defect and inhibited mitotic clonal expansion. In addition, CK2 activity was blocked during adipogenesis by treating the cells with CK2 inhibitors such as quinalizarin and DMAT. Similarly, CK2 inhibitors also inhibited adipogenesis in 3T3-L1 cells and MEFs through blocking cell proliferation (Figure S7). These data indicate that CK2 is required for adipogenesis by inducing mitotic clonal expansion.

### Depletion of KIF5C Rescues the Phenotype in SIRT6 MT Mice

The upregulation of KIF5C in SIRT6 MT cells prompted us to examine the genetic interaction between SIRT6 and KIF5C. We designed CRISPR vectors targeting different exons of *Kif5c* and found that targeting vectors against exon 6 and exon 10 worked well in 3T3-L1 cells. KIF5C mutant cells were established by using both vectors, and the results showed that deletion of *Kif5c* significantly enhanced adipogenesis (Figures 7A and 7B). To establish *Kif5c* and *Sirt6* double KO mice, CRISPR vectors targeting exon 10 were injected into zygotes isolated from *Sirt6* heterozygous mice. We established two different trains of KIF5C MT mice, carrying 101-bp and 167-bp deletions in exon 10, respectively (Figure 7C). Both strains of KIF5C MT mice did not display any obvious abnormalities up to a study period of 10 months, but KIF5C deficiency could enhance adipogenesis of primary white preadipocytes (Figure 7D), which is consistent with the in vitro assay (Figure 4D).

To investigate whether deletion of *Kif5c* could rescue defects of SIRT6 MT mice, we introduced a KIF5C mutation into SIRT6 MT mice. *Sirt6*^+/−^;*Kif5c*^−/−^ mice were normal and were interbred to generate *Sirt6*^−/−^;*Kif5c*^−/−^ mice. Nineteen *Sirt6*^−/−^;*Kif5c*^−/−^ mice were used for observing the survival profile. As shown in Figure 7E, seven *Sirt6*^−/−^;*Kif5c*^−/−^ mice died immediate after weaning, which yielded a survival rate of 63%. A previous study showed that the survival rate of *Sirt6*^−/−^ mice was 38% immediately after weaning (Xiao et al., 2010), suggesting that *Kif5c* deletion had partially rescued *Sirt6*^−/−^ mice. To investigate whether deletion of *Kif5c* rescues adipogenesis in *Sirt6*^−/−^ mice, we measured subcutaneous white adipocytes and the body weight of new pups. The results showed that the absence of KIF5C rescued the reduced body weight of SIRT6 MT new pups (Figure 7F). In addition, *Kif5c* KO enhanced subcutaneous adipocyte differentiation in SIRT6 MT mice; the number of subcutaneous adipocytes in double MT mice was similar to that in SIRT6 WT mice (Figures 7G and 7H). Although KIF5C and SIRT6 MT new pups had comparable subcutaneous adipocytes, the body weight of these mice was still less than that of WT mice as they grew (data not shown), which suggests that SIRT6 MT mice could have other defects. A recent study indicated that *Sirt6* KO embryonic stem cells are skewed toward neuroectoderm development and away from endoderm and mesoderm development (Etchegaray et al., 2015), which could cause other defects besides failure of adipogenesis. Collectively, these data indicate that SIRT6 is essential for adipogenesis and that SIRT6 enhances CK2 activity, which plays a vital role in mitotic clonal expansion during adipogenesis by disrupting the interaction of KIF5C with CK2α′.

## DISCUSSION

The sirtuins are an evolutionarily conserved family of NAD+-dependent deacetylases enzymes. SIRT6, as a member of sirtuin family, has a unique biological function in lipid metabolism, thus affecting diseases such as diabetes and obesity. Recent studies have shown that hepatic KO of *Sirt6* in mice results in fatty liver formation because of enhanced glycolysis and triglyceride synthesis (Kim et al., 2010), and hepatic-specific disruption of *Sirt6* also caused elevated serum cholesterol levels because of increasing the expression of the sterol-regulatory element binding protein (SREBP), a key regulator of cholesterol biosynthesis (Elhanati et al., 2013; Tao et al., 2013). However, this study showed that *Sirt6* mutant neonatal pups had fewer adipocytes, and *Sirt6*-deficient preadipocytes had a severe adipogenesis defect, indicating that SIRT6 plays an important role in regulating adipose development. Altogether, this study indicates that SIRT6 has distinct predominant functions in different tissues.

Adipogenesis occurs in several stages and involves a cascade of transcription factors (Lefterova and Lazar, 2009). The results showed that SIRT6 is involved in the mitotic clonal expansion stage but has no effect on the expression of transcription factors (C/EBPβ, C/EBPδ, KLF4, and Krox20) at the early stage (data not shown). We demonstrated that KIF5C, as a member of kinesin family, negatively regulates adipocyte differentiation, whereas the expression *KIF5C* is inhibited by SIRT6 through its deacetylation activity of H3K9 and H3K56. However, as shown in Figure 3D the effect of SIRT6 on KIF5C promoter activity is not very strong, suggesting that SIRT6 may also regulate KIF5C expression via mechanism(s) other than at the transcriptional level. In addition, although KIF5C deficiency promotes adipogenesis in primary white preadipocytes (Figure 7D), KIF5C KO mice did not show any obvious abnormalities. We think that the regulation of adipogenesis at the whole-organism level might be controlled by many factors and that the absence of KIF5C alone is not strong enough to affect it. On the other hand, KIF5C, as a brain-specific kinesin heavy chain, may have some unknown functions besides regulating adipogenesis. To further address this in the future, we will generate adipose-specific KIF5C KO mice.

Growth-arrested preadipocytes re-enter the cell cycle and undergo mitotic clonal expansion. The results showed that p27 was degraded in 3T3-L1 cells after induction for 20 hr but had no change in SIRT6 MT cells. The results also showed that CK2 activity was inhibited in SIRT6 MT cells during adipogenesis because of disruption of CK2α′ nuclear translocation by KIF5C. CK2, a serine/threonine kinase with a multitude of substrates, phosphorylates many proteins with important functions in the cell cycle (Meggio and Pinna, 2003). We found that CK2α′ KD and SIRT6 KD block p27 phosphorylation and degradation during adipogenesis, indicating that p27 degradation is regulated during adipogenesis by CK2, whose activity is impaired in SIRT6 MT cells.

Obesity is a highly prevalent condition in Western societies and a growing problem in developing countries. In this study, we demonstrated that SIRT6 plays a vital role in adipogenesis through regulating CK2 activity. Recent studies found several selective SIRT6 inhibitors that specifically block SIRT6 deacetyalation activity (Kokkonen et al., 2012; Parenti et al., 2014; Sociali et al., 2015). In addition, we found that CK2-selective inhibitors could block adipogenesis. Therefore, our study indicates a biological function of SIRT6 in adipogenesis and provides potential therapeutic targets for obesity.

## EXPERIMENTAL PROCEDURES

### Isolation of Primary Cells, Cell Culture, and Virus Infection

The 3T3-L1 preadipocyte cell line was cultured in DMEM plus 10% bovine serum (Sigma). 3T3-L1 cells were acquired from the ATCC. The ATCC authenticates the cell line before distribution and also tests for and confirms that all cell lines are free of mycoplasma contamination. Primary MEFs were isolated from E13.5 *Sirt6*^*flox/flox*^ embryos with or without Tam-Cre. Primary white preadipocytes were isolated from inguinal white adipose tissue (WAT) from 4- to 8-week-old *Sirt6*^*flox/flox*^ mice following a published protocol (Cho et al., 2009).

Lentivirus and retrovirus infection was done as described. Adenoviruses expressing Cre recombinase and GFP (Ad-Cre) or GFP alone (Ad-GFP) were purchased from the Vector Development Laboratory, Baylor College of Medicine. Adenovirus infection of primary MEFs and white preadipocytes that had a limited lifespan in culture were done at 100 MOI as described previously (Cho et al., 2009).

### Adipogenesis Assay

For adipogenesis of 3T3-L1 cells, differentiation was induced 2 days after the cells reached confluence by adding 0.5 mM 3-isobutyl-1-methylxanthine (IBMX), 1 μM dexamethasone (DEX), and 10 μg/ml insulin to medium containing 10% fetal bovine serum (FBS). After 2 additional days, the medium was replaced by DMEM and 10% FBS containing insulin, and then the media were changed every 2 days until the cells became mature adipocytes. For adipogenesis of primary MEFs, 2 days after cells reached confluence, cells were treated with medium supplemented with 0.5 mM IBMX, 1 μM DEX, 10 μg/ml insulin, and 0.5 μM rosiglitazone. Two days later, cells were changed to medium containing insulin and rosiglitazone. The medium was replenished at 2-day intervals for 12 days. Adipogenesis of primary white preadipocytes was carried out as described previously (Cho et al., 2009). To demonstrate adipogenesis, oil red O staining was used as described previously (Cho et al., 2009).

### Immunoprecipitation and Western Blot Analysis

3T3-L1 cells and 293T cells were lysed with lysis buffer 24 hr post-transfection. The cell lysates were immunoprecipitated by correspondent antibodies or control immunoglobulin G (IgG). After extensive washing, the precipitates were analyzed by western blot. The western blot was carried out by LI-COR Biosciences with correspondent antibodies. Quantifications of the western blot were performed using ImageJ (NIH).

### Immunofluorescence Staining

Methanol-fixed 3T3-L1 cells were stained with antibodies against CK2α′ or CK2α using methods described previously (Wang et al., 2004). Images were acquired using an LSM710 confocal microscope (Zeiss). Deparaffinized adjacent scapula sections from neonatal mice (within 12 hr after birth) were cooked with Retriever (catalog no. 62700–10, Electronic Microscopy Science) in buffer A (citrate buffer [pH 5.0]), followed by staining with antibody against perilipin A.

### Microarray and Real-Time PCR

Total RNA was isolated with Trizol reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. For the microarray analysis, RNA was processed using the RNeasy mini kit (QIAGEN) and analyzed using Mouse Gene 2.0 ST arrays (Affymetrix) at the Genomics Core in National Institute of Diabetes, Digestive and Kidney Diseases (NIDDK). Reverse transcription was performed using the QuantiTect reverse transcription kit (QIAGEN) Real-time PCR reactions were performed using SYBR Green PCR Master Mix (ABI). Relative quantification was achieved by normalization to the amount of 18S. The primers used for real-time PCR are listed in Table S3.

### ChIP

The ChIP assay was carried out as described previously (Wang et al., 2004). The ChIP primers for the KIF5C promoter are listed in Table S4.

### Transfection and Luciferase Assay

The transfections were carried out with Lipofectamine 2000 (Thermo Fisher Scientific) according to the manufacturer’s instructions. Cells were harvested 24 hr post-transfection, and luciferase activity was assayed using a dual luciferase reporter assay system (Promega).

### FACS Analysis

Fluorescence-activated cell sorting (FACS) analysis measuring BrdU incorporation or mitotic cells was carried out as described previously (Wang et al., 2014). For measuring BrdU incorporation, 3T3-L1 cells were cultured for the indicated times and labeled by BrdU for 1 hr. Cells were fixed and subsequently stained with propidium iodide (PI) and anti-BrdU conjugated with Alexa Fluor 488 for FACS analysis. For analyzing mitotic cells, 3T3-L1 cells were cultured for 20 hr with or without DMI and cultured for 4 hr in the presence or absence of Noc (200 ng/ml). Next, cells were fixed and subsequently stained with PI and anti-phospho-histone H3 (Ser10) conjugated with Alexa Fluor 488 for FACS analysis.

### CK2 Kinase Activity

CK2 kinase activity was measured by the CK2 assay kit (Millipore) according to the manufacturer’s instructions.

### In Vivo Study

All animal experiments were approved by the Animal Care and Use Committee (ACUC) of the NIDDK. SIRT6 mutant mice were generated as described previously (Xiao et al., 2010). KIF5C mutant mice were generated by CRISPR technology directly using embryos from SIRT6 mutant mice. The genetic background is 129SVEV/Black Swiss/FVB at roughly 1:1/2 ratio, which is the same as for the SIRT6 mutant mice we described earlier (Xiao et al., 2010). Neonatal pups (within 12 hr after birth), including male and female, were used for analyzing the subcutaneous white adipocytes.

For pronuclear injection (Ittner and Götz, 2007), we produced zygotes from *Sirt6* heterozygous mice. The CRISPR vector targeting KIF5C was purified by gel extraction and prepared by microinjection buffer. Next, the CRISPR vector (3 ng) was injected into a donor zygote, and injected zygotes were transfered into recipient foster mice. Finally, we screened the offspring and established *Kif5c* and *Sirt6* heterozygous mice.

### Statistical Analysis

All data shown represent the mean ± SD. At least three biological replicates were performed for all studies using cell cultures. All data were analyzed with one-way ANOVA, and p < 0.05 was considered statistically significant. All statistics were performed using SPSS 18.0.

## Supplementary Material

Supplemental information

## Figures and Tables

**Figure 1.**
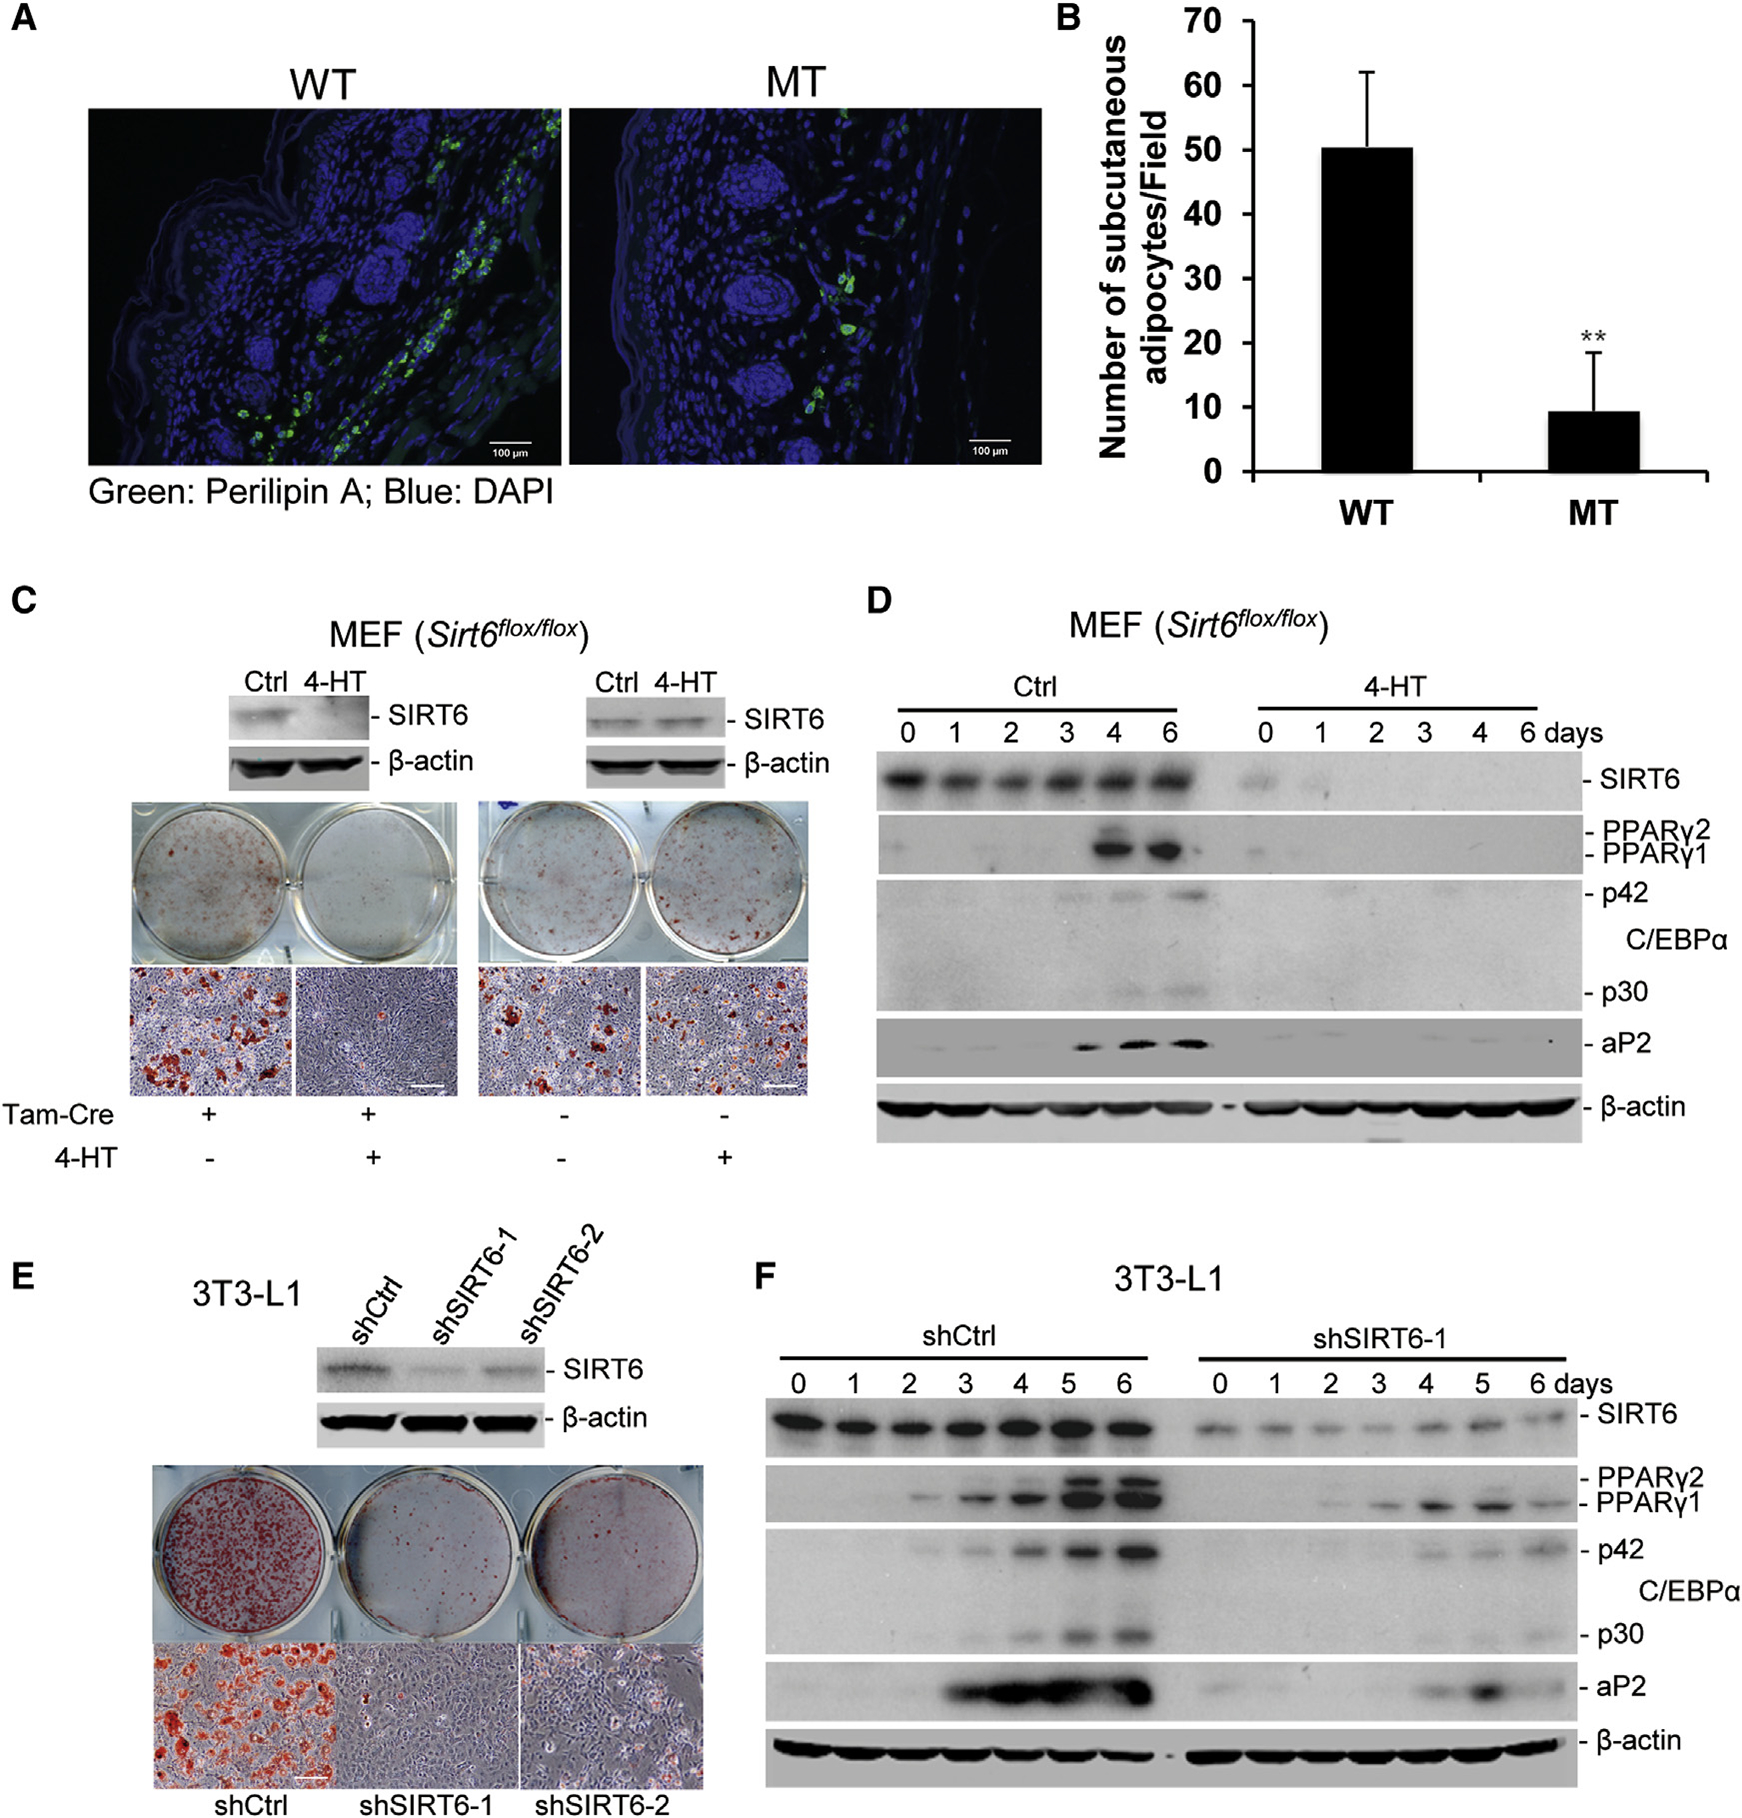
SIRT6 Deficiency Impairs Adipogenesis In Vivo and In Vitro (A) Representative immunofluorescence of subcutaneous adipocytes in WT and SIRT6 MT mice. n = 6 mice/genotype. Scale bars, 100 μm. (B) Quantification of (A). The number of perilipin A-positive cells in the subcutaneous area of six adjacent scapula sections was counted and averaged. One-way ANOVA was used for the statistical analysis. Data are represented as mean ± SD. **p < 0.01. (C and D) SIRT6 deficiency impairs adipogenesis of MEFs. *Sirt6*^*flox/flox*^ MEFs with or without Tam-Cre were treated with 4-HT for 2 days and induced with adipogenesis medium (day 0). (C) Morphological differentiation at 10 days. Top: western blot analysis of SIRT6 level. Center: stained plates. Bottom: representative fields under the microscope. Scale bars, 50 μm. (D) Western blot analysis of the expression of adipogenesis markers and SIRT6 during adipogenesis. (E and F) SIRT6 KD represses adipogenesis of 3T3-L1 cells. 3T3-L1 cells were infected with lentivirus-shSIRT6. Adipogenesis was induced after infection for 2 days (day 0). (E) Morphological differentiation at 8 days. Scale bars, 50 μm. (F) Western blot analysis of the expression of adipogenesis markers and SIRT6 during adipognesis.

**Figure 2.**
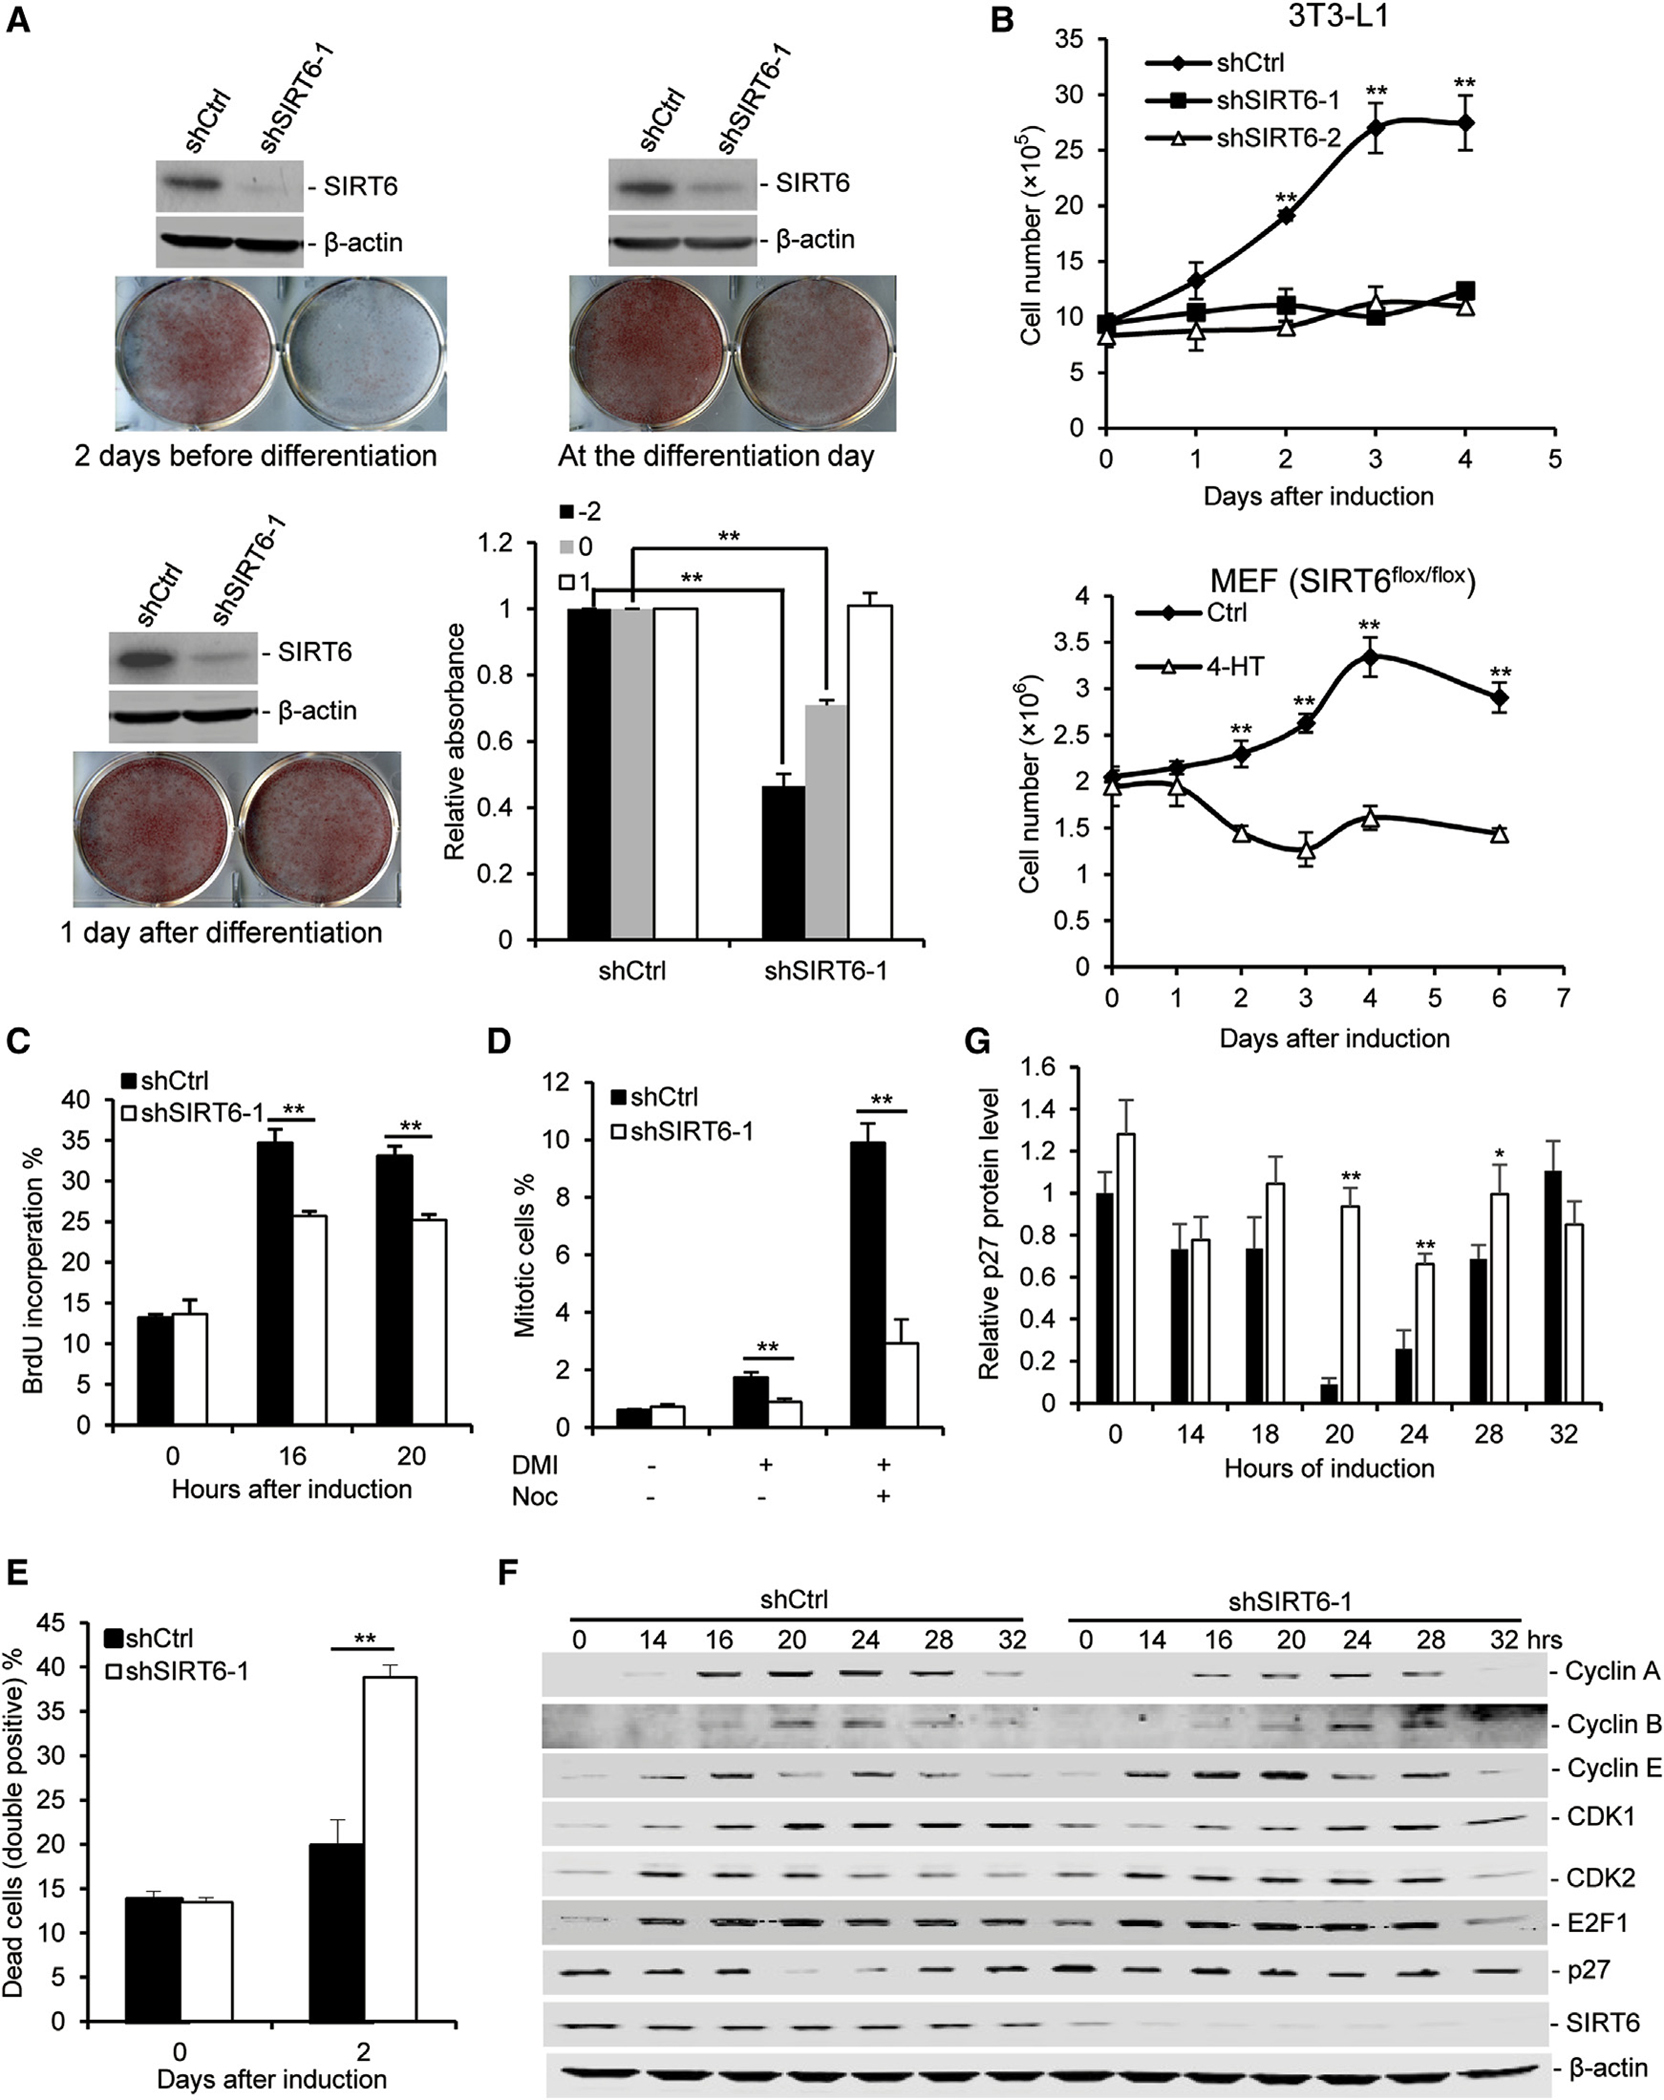
SIRT6 Deficiency Impairs Mitotic Clonal Expansion during Adipogenesis (A) SIRT6 KD represses adipogenesis at the early stage. Shown are representative western blots and stained plates of WT and SIRT6 KD cells. (B–G) SIRT6 deficiency suppresses cell proliferation during adipogenesis. (B) 3T3-L1 cells or MEFs were induced for adipogenesis. The cells were trypsinized from the plates at different time points and then counted by a cell viability counter (Cellometer Auto 2000). (C) BrdU incorporation of 3T3-L1 cells with or without DMI. 3T3-L1 cells were cultured for different times (0, 16, or 20 hr) and labeled by BrdU for 1 hr. Cells were fixed and subsequently stained for FACS analysis. (D) Percentage of mitotic cells with or without DMI. 3T3-L1 cells were cultured for 20 hr with or without DMI and continued to be culture for 4 hr in the presence or absence of Noc. Next, cells were fixed and subsequently stained for FACS analysis. (E) Percentage of cell death 2 days after induction. 3T3-L1 cells were cultured for 2 days with or without DMI, and cell death was measured by AnnexinV/PI staining. (F) Representative western blot of cell-cycle proteins and SIRT6 during adipogenesis in 3T3-L1 cells. (G) Quantifications of the p27 level from (F). The results were normalized by β-actin level. One-way ANOVA was used for the statistical analysis; n = 3/group. Data are represented as mean ± SD. **p < 0.01, *p < 0.05.

**Figure 3.**
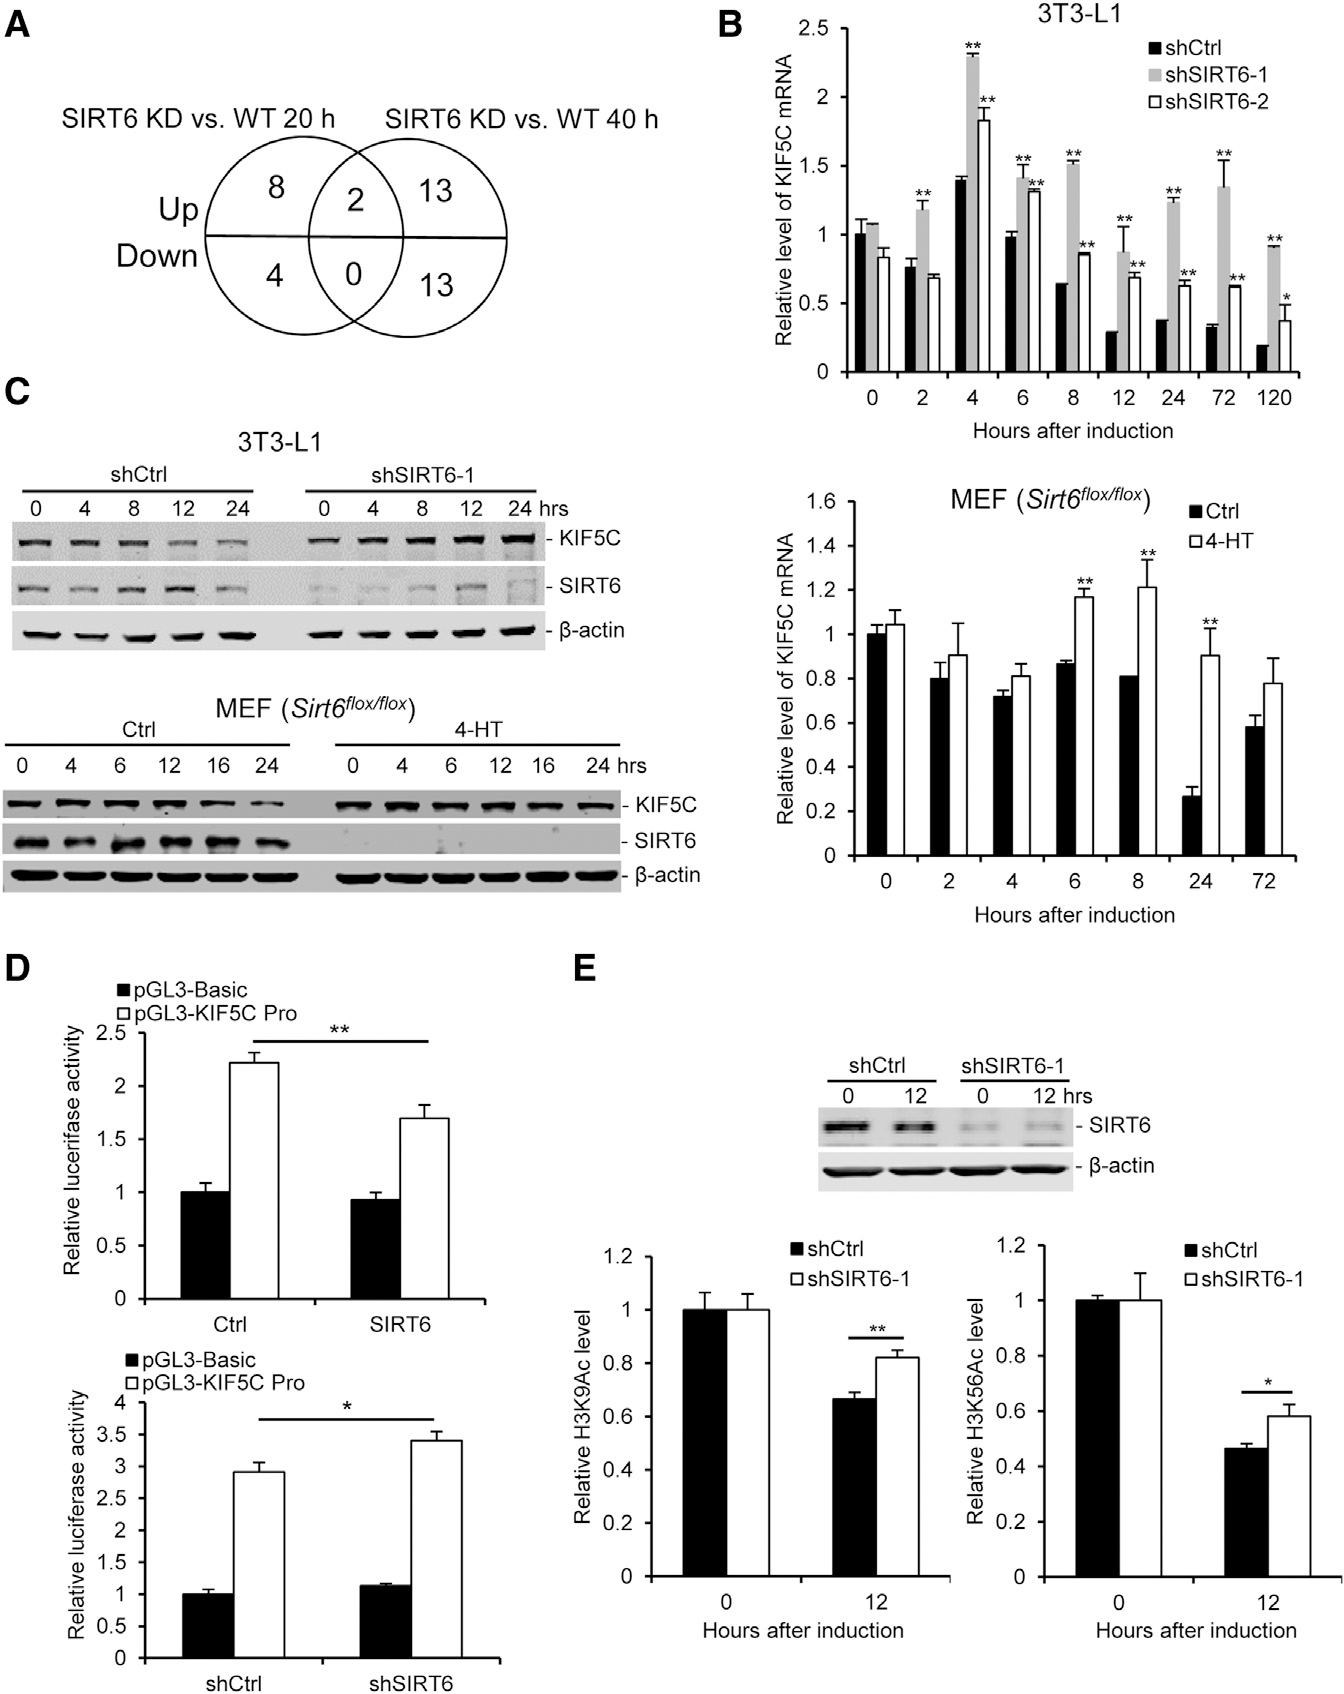
SIRT6 Negatively Regulates KIF5C Expression during Adipogenesis (A) Venn diagram showing that two common genes significantly changed when compared between the SIRT6 KD and WT group after induction for 20 or 40 hr. (B) The mRNA levels of the *Kif5c* gene were measured by real-time PCR during adipogenesis. Top: 3T3-L1 cells. Bottom: *Sirt6*^*flox/flox*^ MEFs. (C) Representative western blot of KIF5C and SIRT6 during adipogenesis. Top: 3T3-L1 cells. Bottom: *Sirt6*^*flox/flox*^ MEFs. (D) SIRT6 negatively regulates KIF5C promoter activity. A luciferase reporter driven by the KIF5C promoter (pGL3-KIF5C Pro) or a control reporter (pGL3-Basic) was transfected into 3T3-L1 cells with an SIRT6-expressing vector or shRNA against the SIRT6 vector, and luciferase activity was measured 24 hr after transfection. Top: OX of SIRT6. Bottom: KD of SIRT6. (E) SIRT6 regulates the levels of H3K9Ac and H3K56Ac at the promoter of KIF5C during adipogenesis. 3T3-L1 cells were cultured for 12 hr with or without DMI and then harvested for ChIP. Top: western blot analysis of the SIRT6 level after infection with shRNA for 2 days. Bottom: the levels of H3K9Ac and H3K56Ac. One-way ANOVA was used for the statistical analysis; n = 3/group. Data are represented as mean ± SD. **p < 0.01, *p < 0.05.

**Figure 4.**
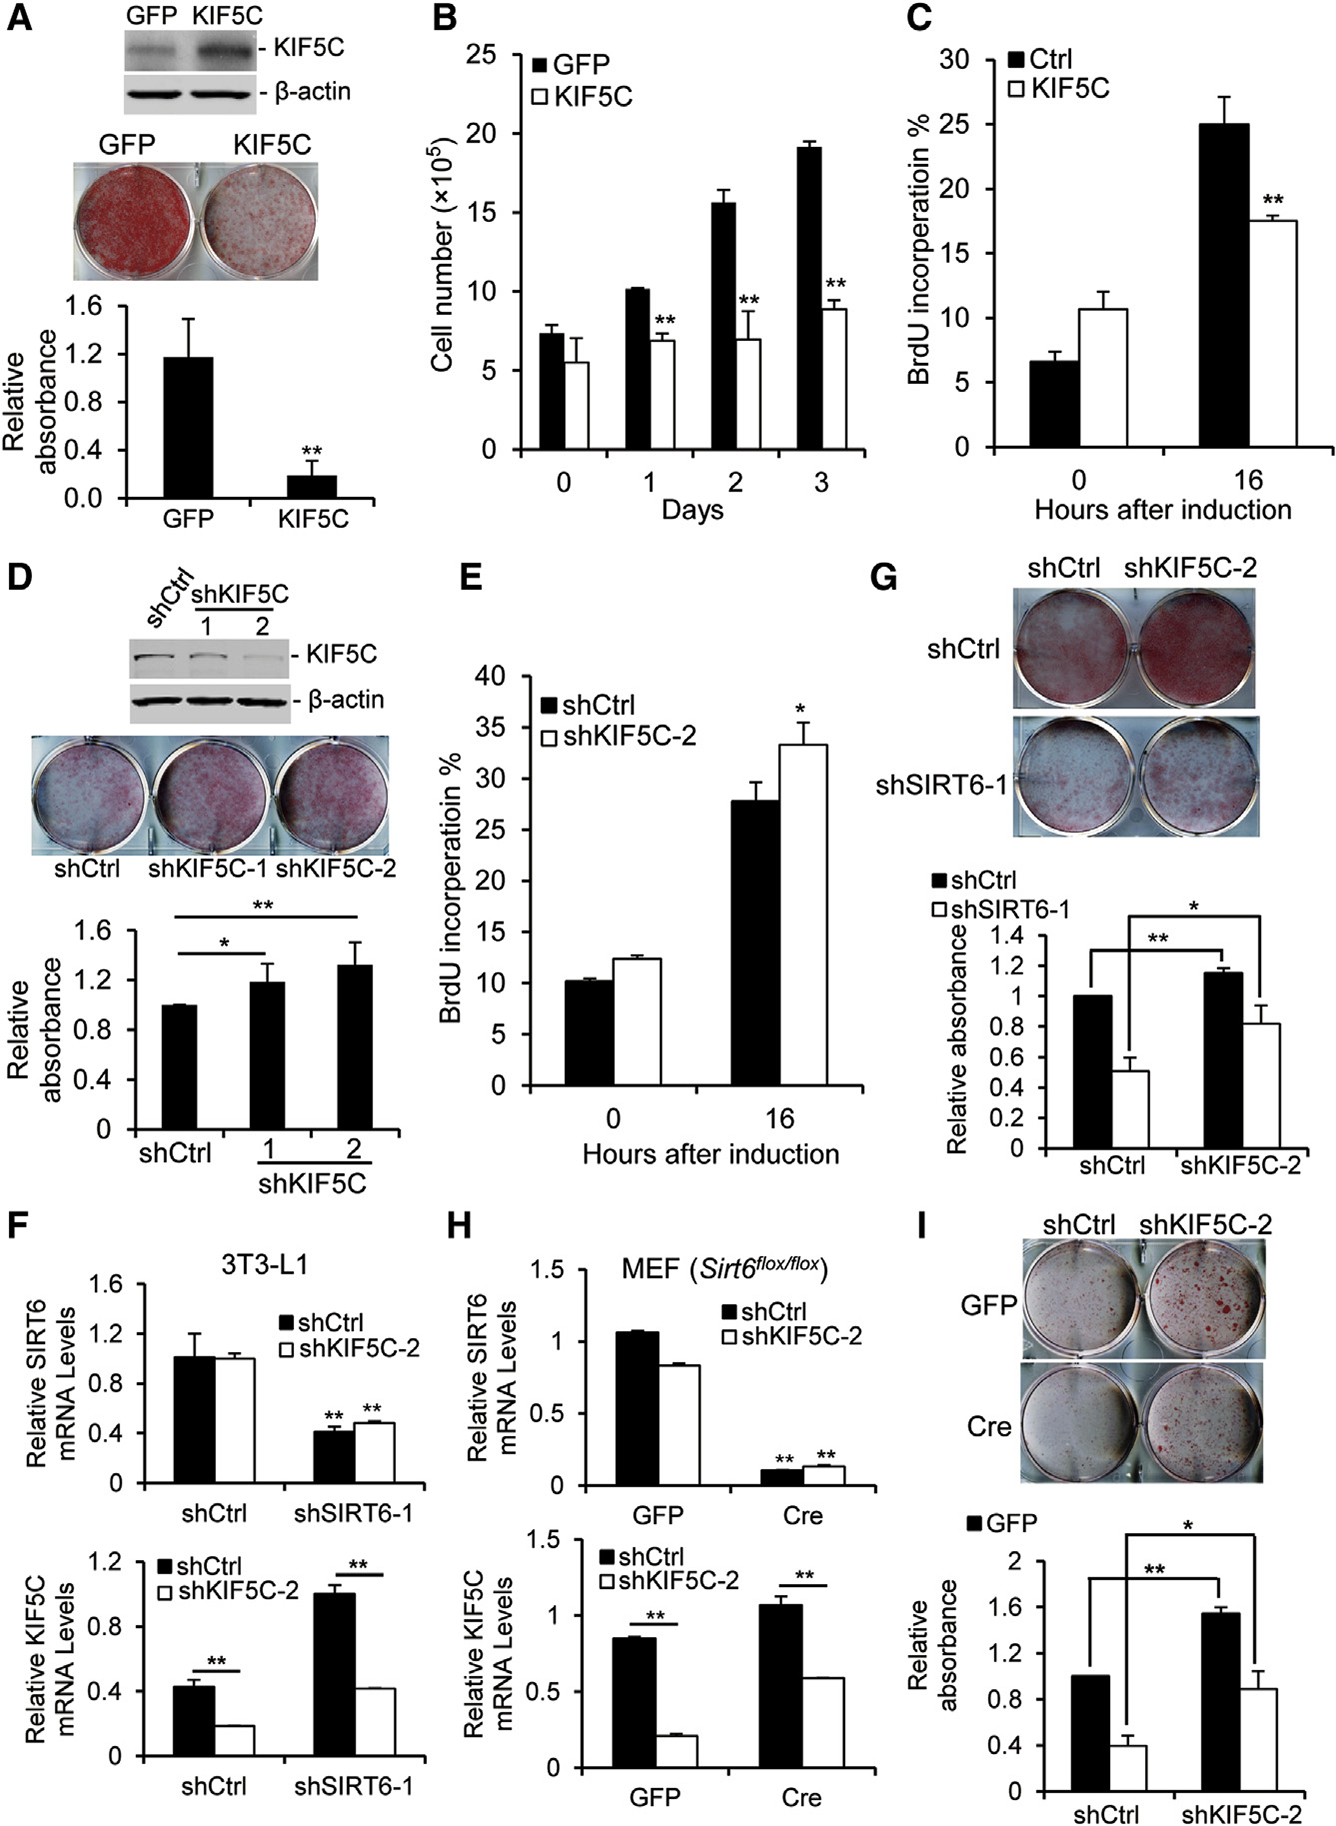
KIF5C Negatively Regulates Adipogenesis by Blocking Mitotic Clonal Expansion (A) OX of KIF5C represses adipogenesis. 3T3-L1 cells were infected with a retrovirus expressing KIF5C for 1 day and induced for adipogenesis. Top: western blot analysis of the KIF5C level. Center: stained plates. Bottom: the amount of oil red O was quantified. (B and C) OX of KIF5C inhibited cell proliferation during adipogenesis. 3T3-L1 cells were induced for adipogenesis after infection with a retrovirus expressing KIF5C for 1 day. (B) The cell number was counted during adipogenesis. (C) BrdU incorporation in the control and KIF5C OX groups before and after induction for 16 hr. (D) KIF5C KD enhances adipogenesis in 3T3-L1 cells. Top: western blot analysis of the KIF5C level. Center: stained plates. Bottom: the amount of oil red O was quantified. (E) KIF5C KD increases BrdU incorporation during adipogenesis. (F–I) KIF5C KD partially rescues adipogenesis in SIRT6-deficient cells. For 3T3-L1 cells, the cells were infected with lentivirus-shRNAs against SIRT6 and KIF5C for 2 days. For MEFs, the cells were infected with an adenovirus expressing Cre and lentivirus-shRNA targeting KIF5C for 2 days. (F and H) The SIRT6 and KIF5C mRNA levels in 3T3-L1 cells (F) or MEFs (H) were measured by real-time PCR. (G and I) Morphological differentiation and quantification of the oil red O amount at 8 days (G, 3T3-L1 cells) or 12 days (I, MEFs). One-way ANOVA was used for the statistical analysis; n = 3/group. Data are represented as mean ± SD. **p < 0.01, *p < 0.05.

**Figure 5.**
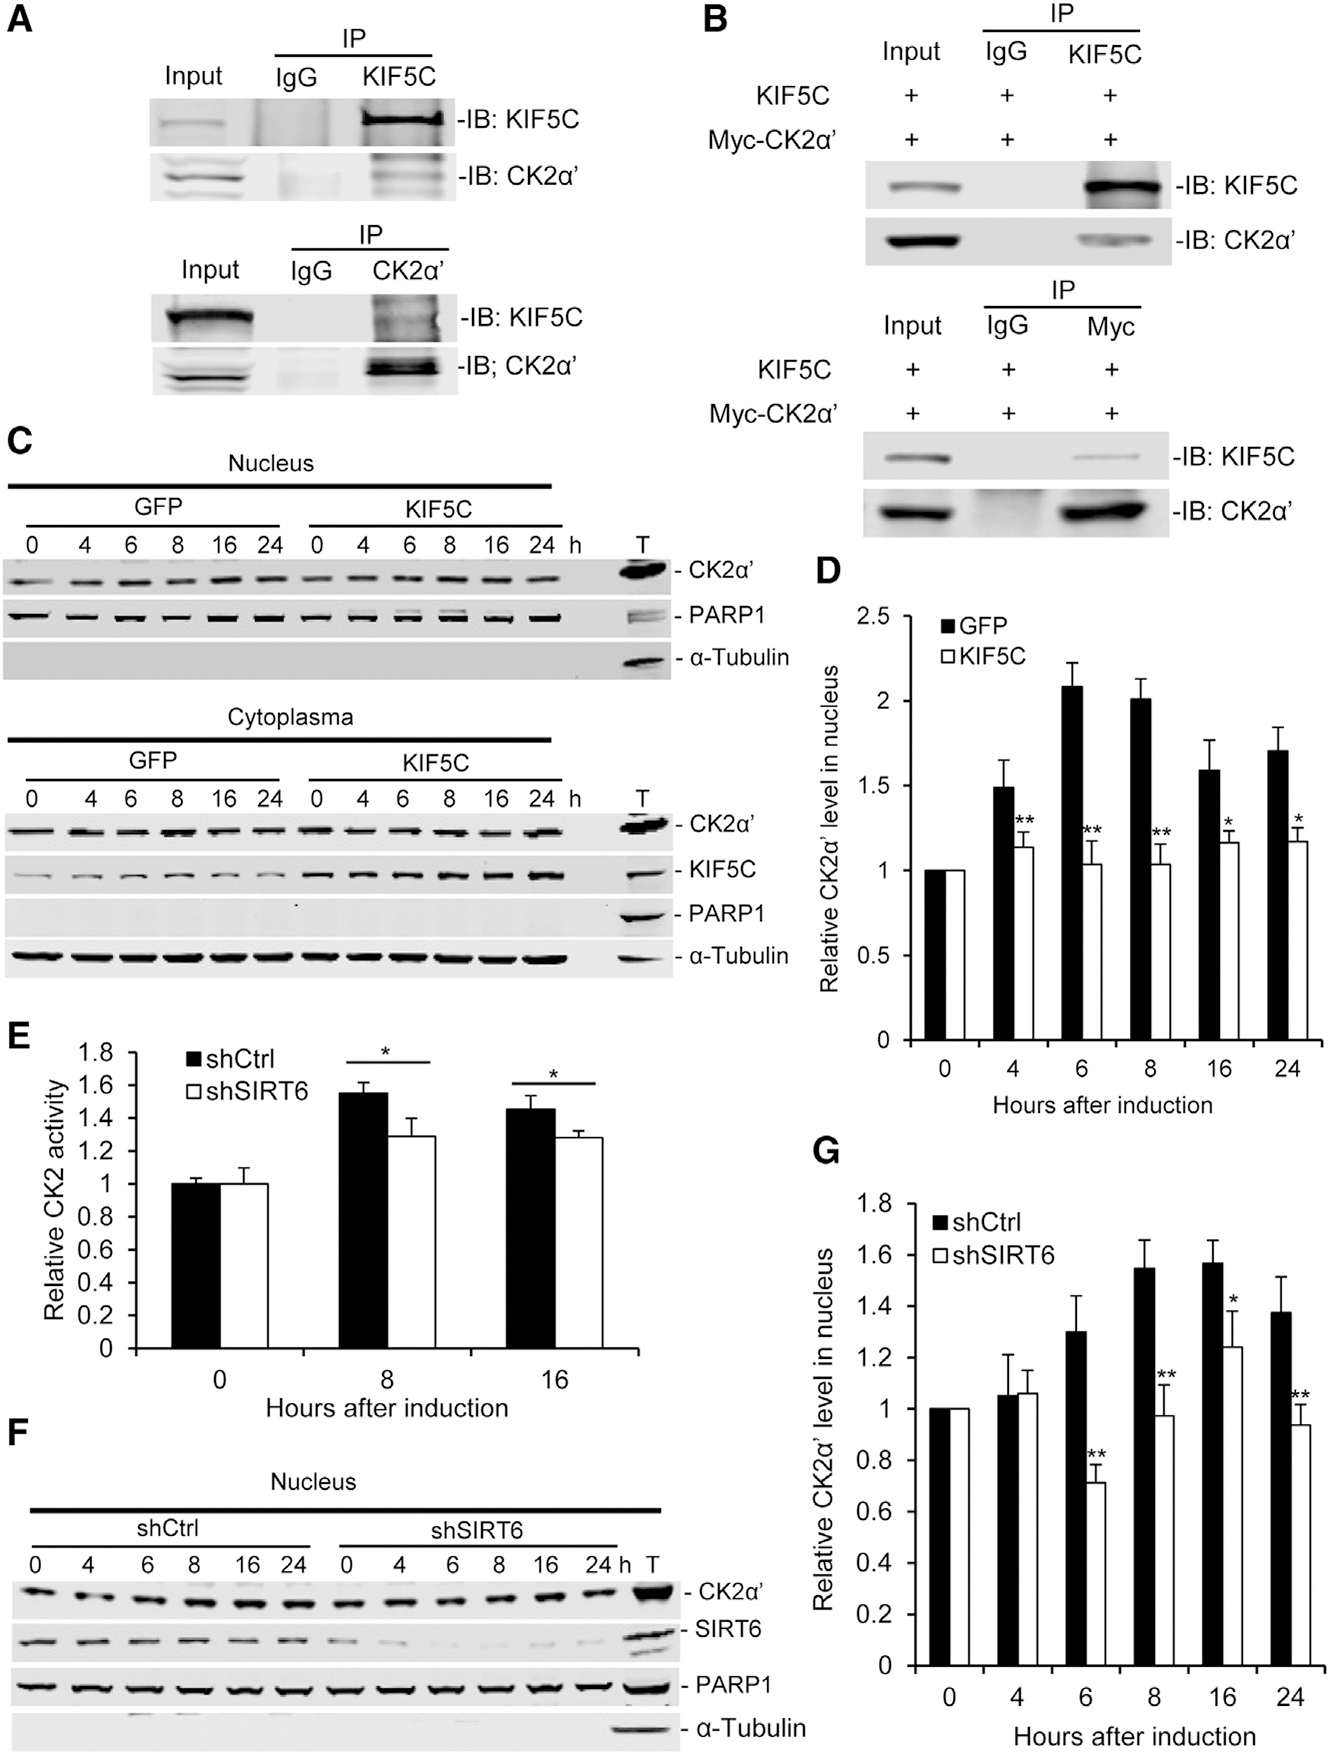
SIRT6 Deficiency Inhibits CK2 Activity during Adipogenesis by Blocking Nuclear Translocation of CK2α′ by KIF5C (A and B) KIF5C has interaction with CK2α′. (A) CoIP analysis of the interaction of endogenous KIF5C and CK2α′ in 3T3-L1 cells. (B) CoIP analysis of the interaction of KIF5C and CK2α′ in 293T cells transfected with KIF5C- and Myc-CK2α′-expressing vector. (C and D) The effect of KIF5C OX on nuclear translocation of CK2α′ during adipogenesis. (C) The CK2α′ level in the nucleus and the KIF5C level in the cytoplasm were analyzed by western blot. T, total lysate. (D) Quantification of the nuclear CK2α′ level in (C). The CK2α′level was normalized by the PARP1 level. (E) SIRT6 deficiency impairs CK2 activity during adipogenesis. The nuclear lysate was extracted from 3T3-L1 cells at different time points after adipogenesis. CK2 activity in nuclear lysate was measured by the kit and normalized by nuclear protein level. (F and G) SIRT6 KD blocks nuclear translocation of CK2α′ in 3T3-L1 cells. (F) The levels of CK2α′ and SIRT6 in the nucleus were measured by western blot analysis. T, total lysate. (G) Quantification of the nuclear CK2α′ level in (F). The CK2α′ level was normalized by the PARP1 level. One-way ANOVA was used for the statistical analysis; n = 3/group. Data are represented as mean ± SD. **p < 0.01, *p < 0.05.

**Figure 6.**
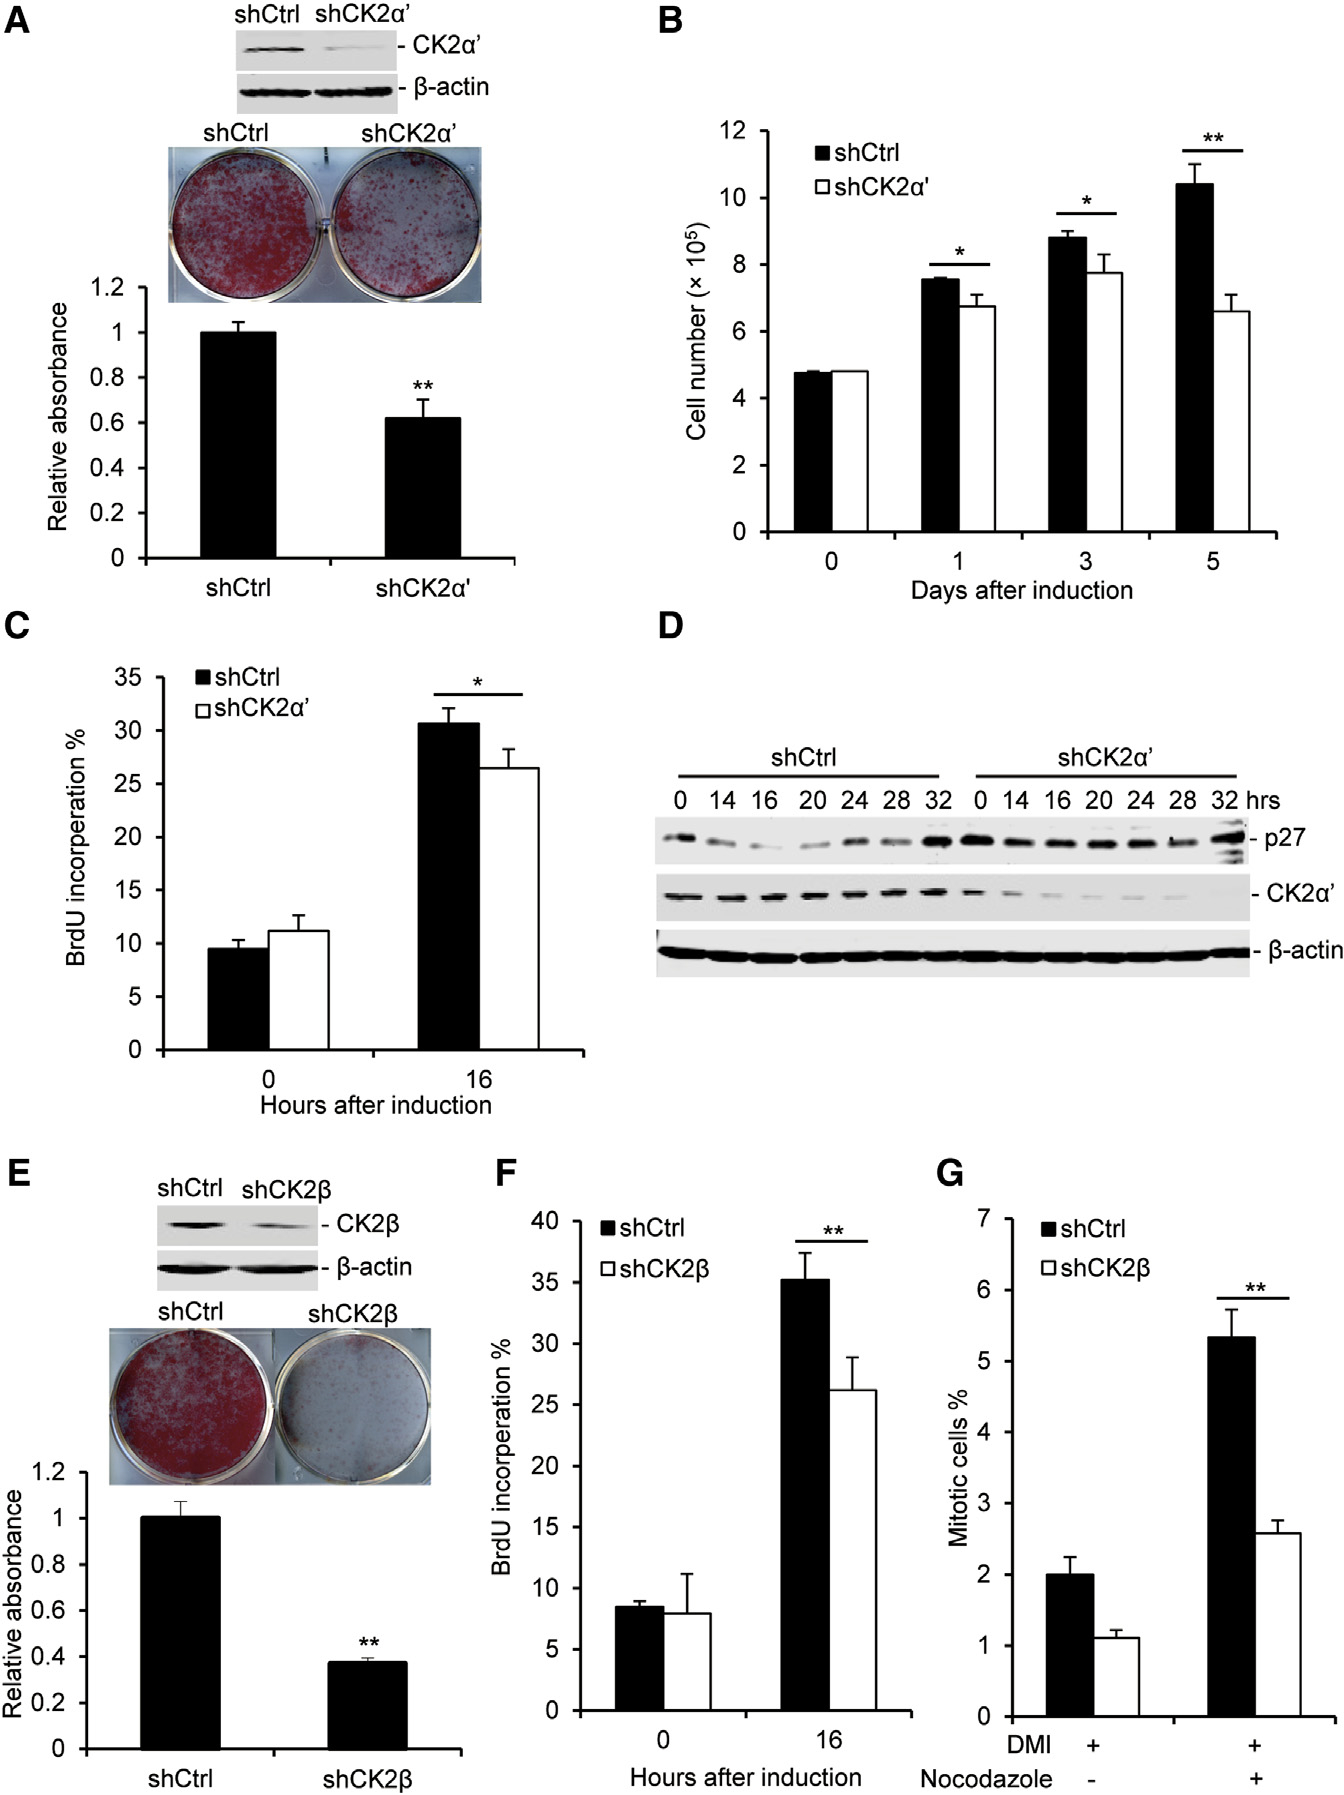
CK2 Kinase Is Essential for Adipogenesis (A) CK2α′ KD impairs adipogenesis in 3T3-L1 cells. Top: western blot analysis of CK2α′. Center: plates stained by oil red O. Bottom: the amount of oil red O was quantified. (B–D) CK2α′ KD inhibits cell proliferation during adipogenesis. (B) The cell number was counted at different time points after induction. (C) BrdU incorporation in the control and CK2α′ KD groups before and after induction for 16 hr. (D) Western blot analysis of p27 degradation during adipogenesis in 3T3-L1 cells (E) CK2β KD impairs adipogenesis in 3T3-L1 cells. Top: western blot analysis of CK2β. Center: plates stained by oil red O. Bottom: the amount of oil red O was quantified. (F and G) CK2β KD inhibits cell proliferation during adipogenesis. BrdU incorporation (F) and the percentage of mitotic cells (G) was measured by FACS analysis One-way ANOVA was used for the statistical analysis; n = 3/group. Data are represented as mean ± SD. **p < 0.01, *p < 0.05.

**Figure 7.**
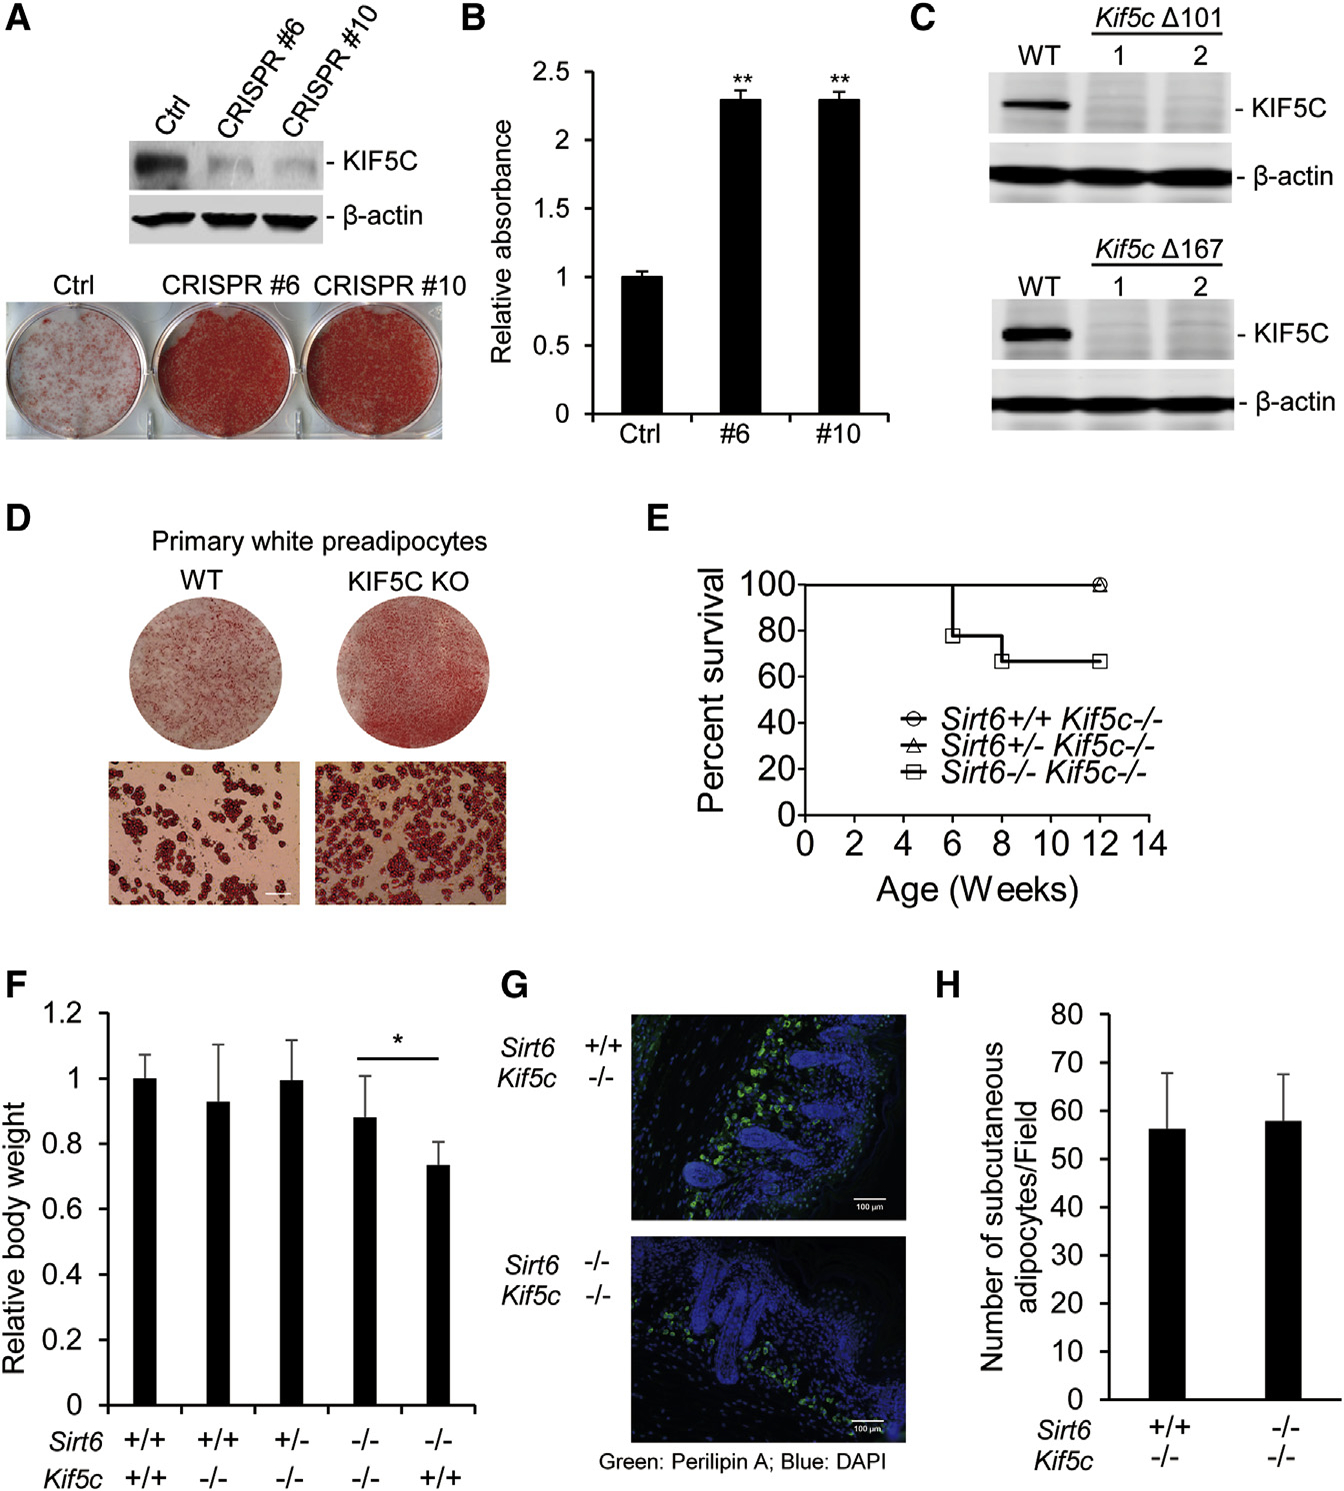
Deletion of Kif5c Partially Rescues Defects of SIRT6 MT Mice (A) KIF5C deficiency enhances adipogenesis of 3T3-L1. (B) The amount of oil red O in (A) was quantified. (C) Establishment of KIF5C MT mice. Shown is western blot analysis of the KIF5C level in brain tissues from two different deletion Kif5c mice. *KIF5C* MT mice have the same genetic background as SIRT6 MT mice (D) KIF5C deficiency enhances adipogenesis of primary white preadipocytes. Top: stained plates. Bottom: representative fields under the microscope. Scale bars, 50 μm. (E) Survival profile of *Sirt6*^+/+^ *Kif5c*^−/−^ (n = 10), *Sirt6*^+/−^ *Kif5c*^−/−^ (n = 30), and *Sirt6* ^−/−^ *Kif5c*^−/−^ (n = 19) female and male mice. (F) Relative body weight of mice after birth for 0.5 day. *Sirt6*^+/+^ *Kif5c*^+/+^, n= 12; *Sirt6*^+/+^ *Kif5c*^−/−^, n = 10; *Sirt6*^+/−^ *Kif5c*^−/−^, n = 26; *Sirt6*^−/−^ *Kif5c*^−/−^, n = 12; *Sirt6*^−/−^ *Kif5c*^+/+^, n = 9. (G) Representative immunofluorescence of subcutaneous adipocytes in *Sirt6*^+/+^ *Kif5c*^−/−^ and *Sirt6*^−/−^ *Kif5c*^−/−^ mice. *Sirt6*^+/+^ *Kif5c*^−/−^, n = 8; *Sirt6*^−/−^ *Kif5c*^−/−^, n = 8). (H) Quantification of (G). The number of perilipin A-positive cells in the subcutaneous area of adjacent scapula sections was counted and averaged. One-way ANOVA was used for the statistical analysis. Data are represented as mean ± SD. **p < 0.01, *p < 0.05.

## Highlights

- SIRT6 is essential for mitotic clonal expansion during adipogenesis
- SIRT6 negatively regulates KIF5C expression
- KIF5C is a negative regulator of mitotic clonal expansion
- KIF5C inhibits CK2 activity by blocking CK2α′ nuclear translocation during adipogenesis

# Supplementary material for: SIRT6 Is Essential for Adipocyte Differentiation by Regulating Mitotic Clonal Expansion
**Source:** Cell Rep. Author manuscript; Available in PMC 2022 Aug 23.
**Supplement:** Supplemental information

Cell Reports, Volume 18

Supplemental Information

**SIRT6 Is Essential for Adipocyte Differentiation
by Regulating Mitotic Clonal Expansion**

Qiang Chen, Wenhui Hao, Cuiying Xiao, Ruihong Wang, Xiaoling Xu, Huiyan Lu, Weiping Chen, and Chu-Xia Deng

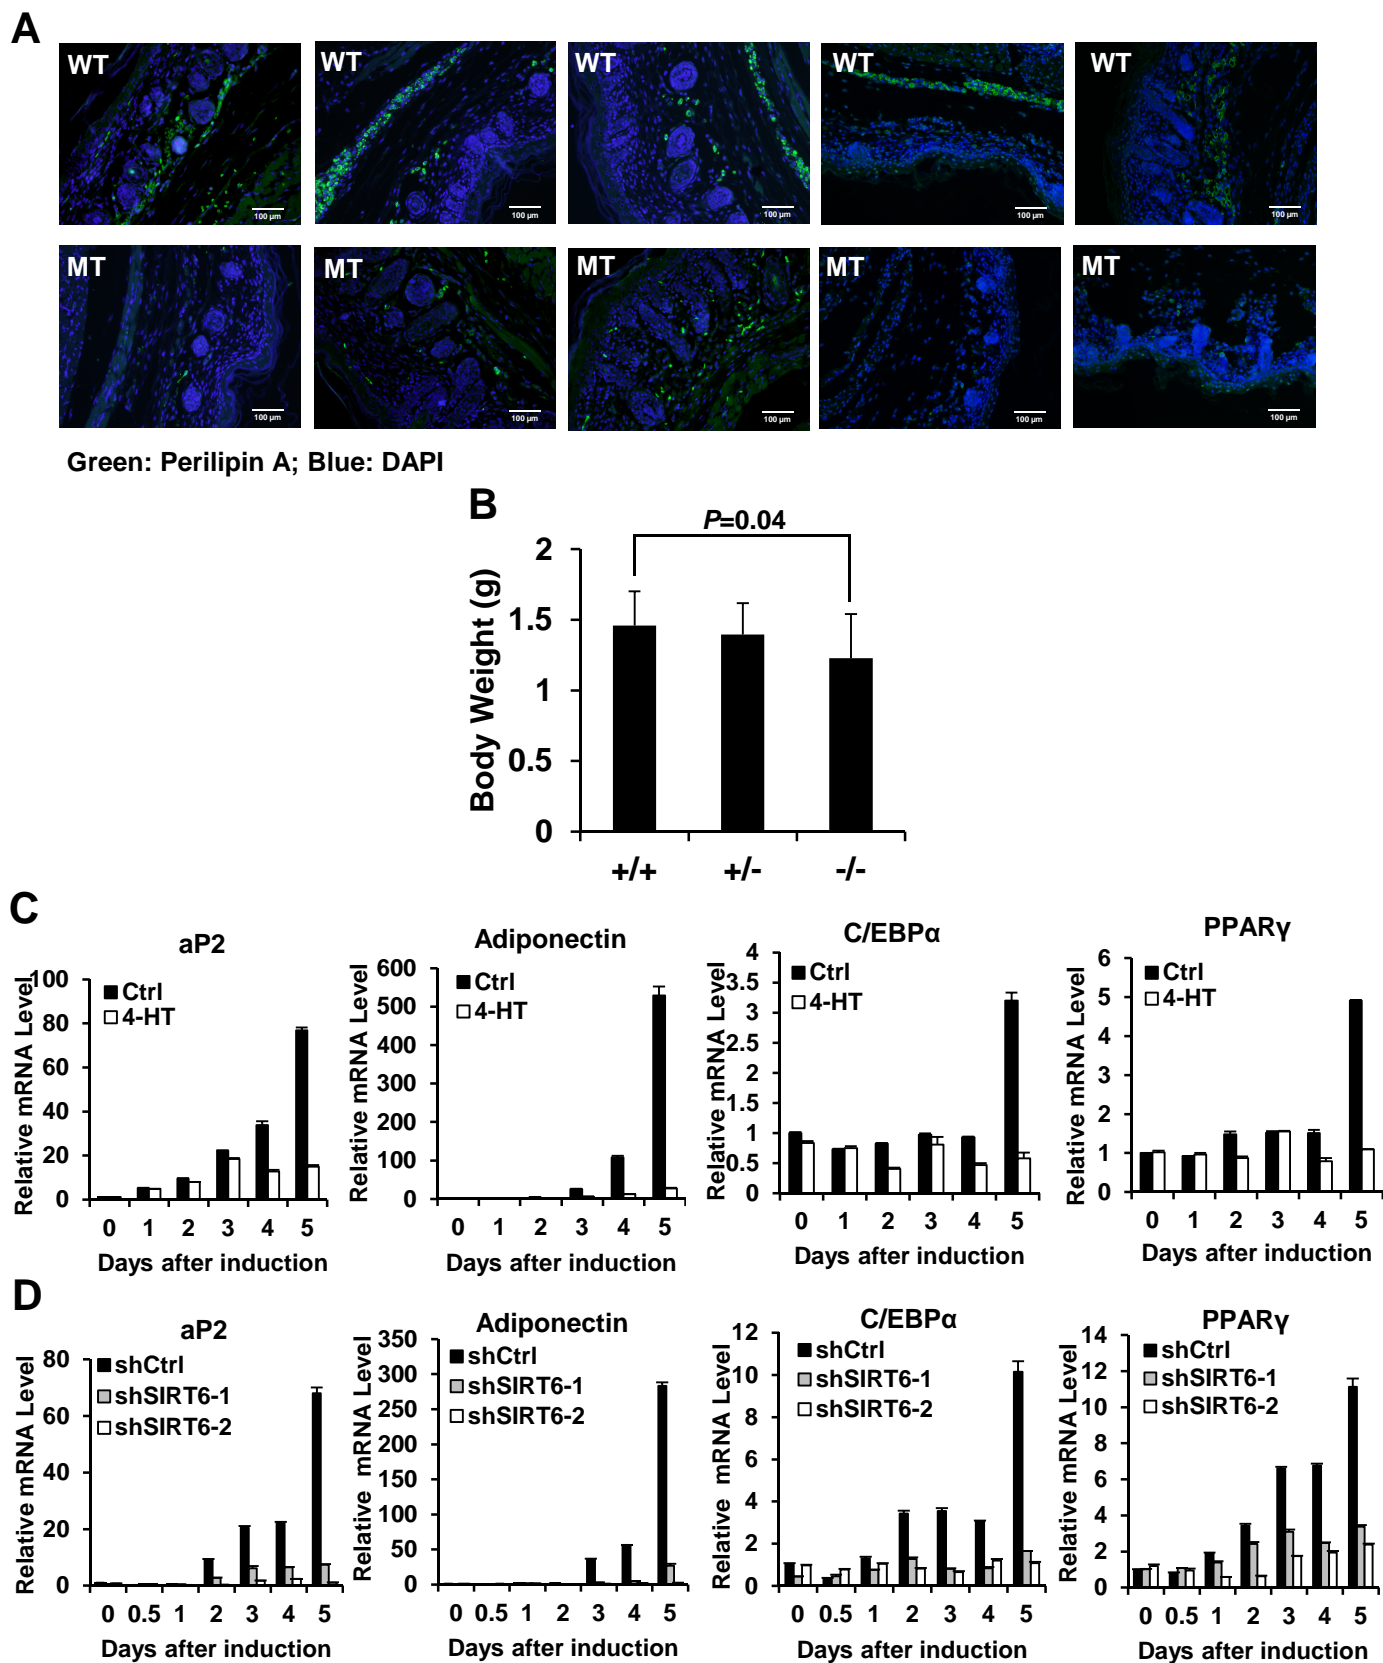

Figure S1. SIRT6 deficiency impairs adipogenesis *in vivo* and *in vitro* (related to Figure 1)

(A) Immunofluorescence of subcutaneous adipocytes in WT and MT mice. The scale bars represent 100 μ m; (B) Body weight of mice after birth for 0.5 day. (Number of mice: $n_{+/+}$: 15; $n_{+/-}$: 25; $n_{-/-}$: 12); (C) The mRNA levels of adipogenesis markers in MEFs at different time points after induction; (D) The mRNA levels of adipogenesis markers in 3T3-L1 at different time points after induction.

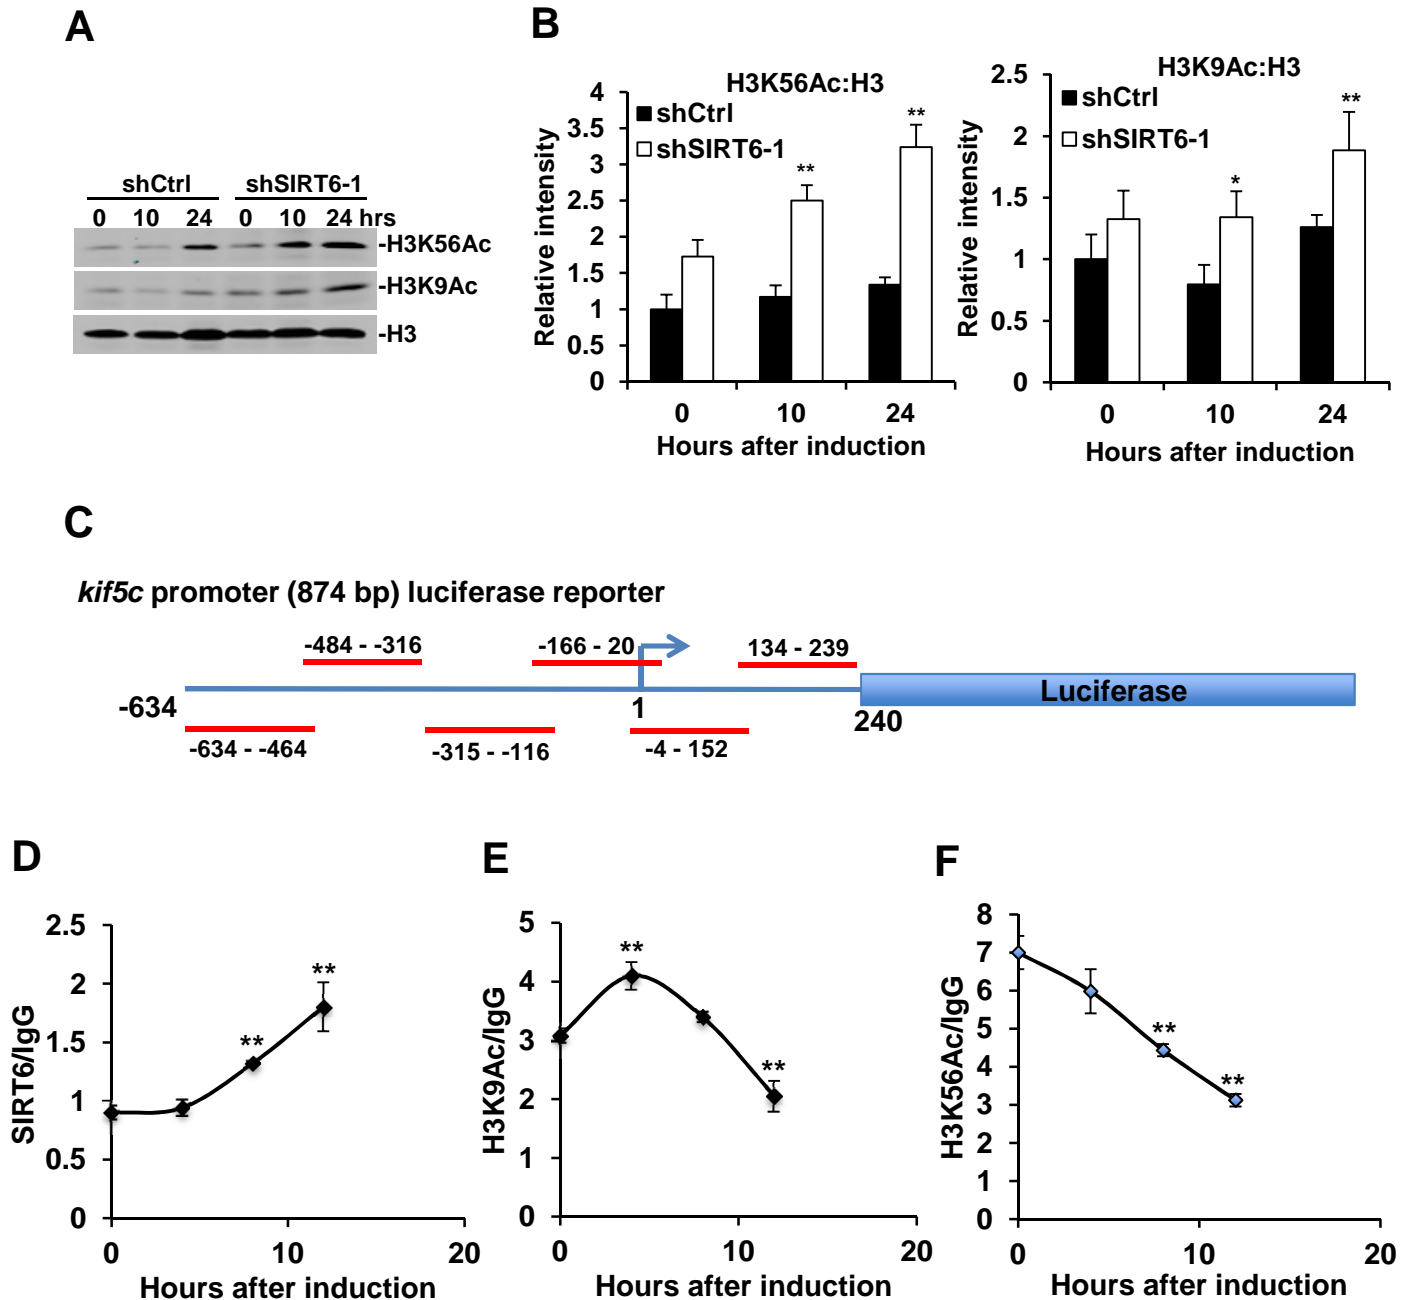

Figure S2. SIRT6 recruits on the promoter of KIF5C and mediates its activity through regulating acetylation of H3K9 and H3K56 during adipogenesis (related to Figure 3)

(A) Western blot analysis of H3K56Ac and H3K9Ac. Histone 3 (H3) is used as an internal control. 3T3-L1 cells were infected with Lentivirus-shRNA targeting SIRT6 for two days, and then induced for adipogenesis. Histone was extracted from the cells at different time points during adipogenesis; (B) Quantification of H3K56Ac and H3K9Ac level in (A); (C) The diagram of luciferase reporter driven by *Kif5c* promoter. The primers were designed for six fragments (labeled by red line) according to KIF5C luciferase reporter; (D-F) The levels of SIRT6 (D), H3K9Ac (E) and H3K56Ac (F) on the *Kif5c* promoter (-634 - -464) were measured by ChIP assay during adipogenesis (0, 4, 8, 12 h). One-way ANOVA test was used for the statistical analysis; $n = 3$ for each group. Data are represented as mean $\pm$ SD. ** $P < 0.01$; * $P < 0.05$.

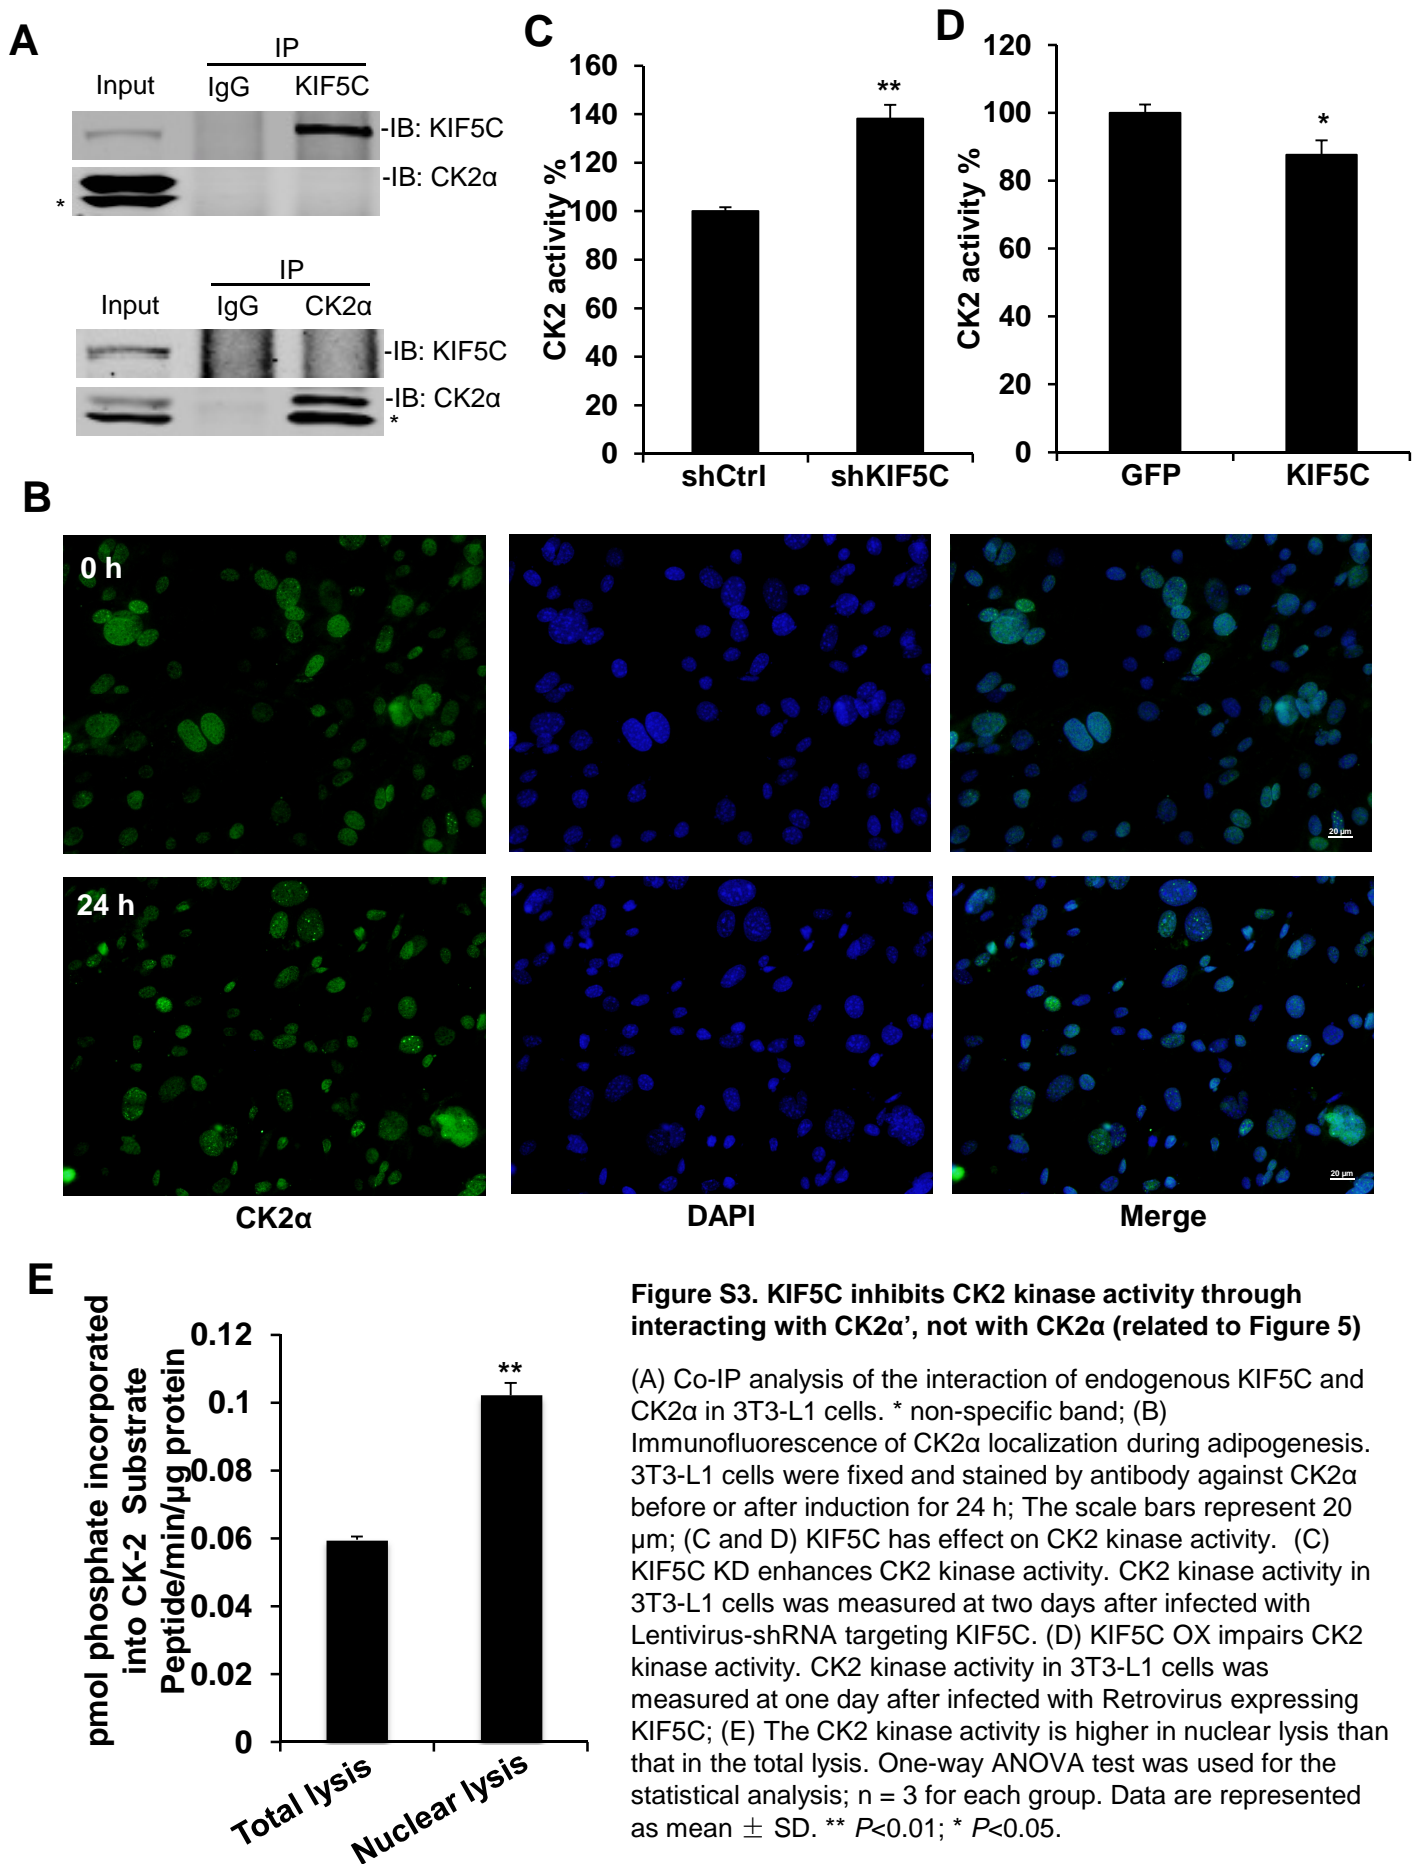

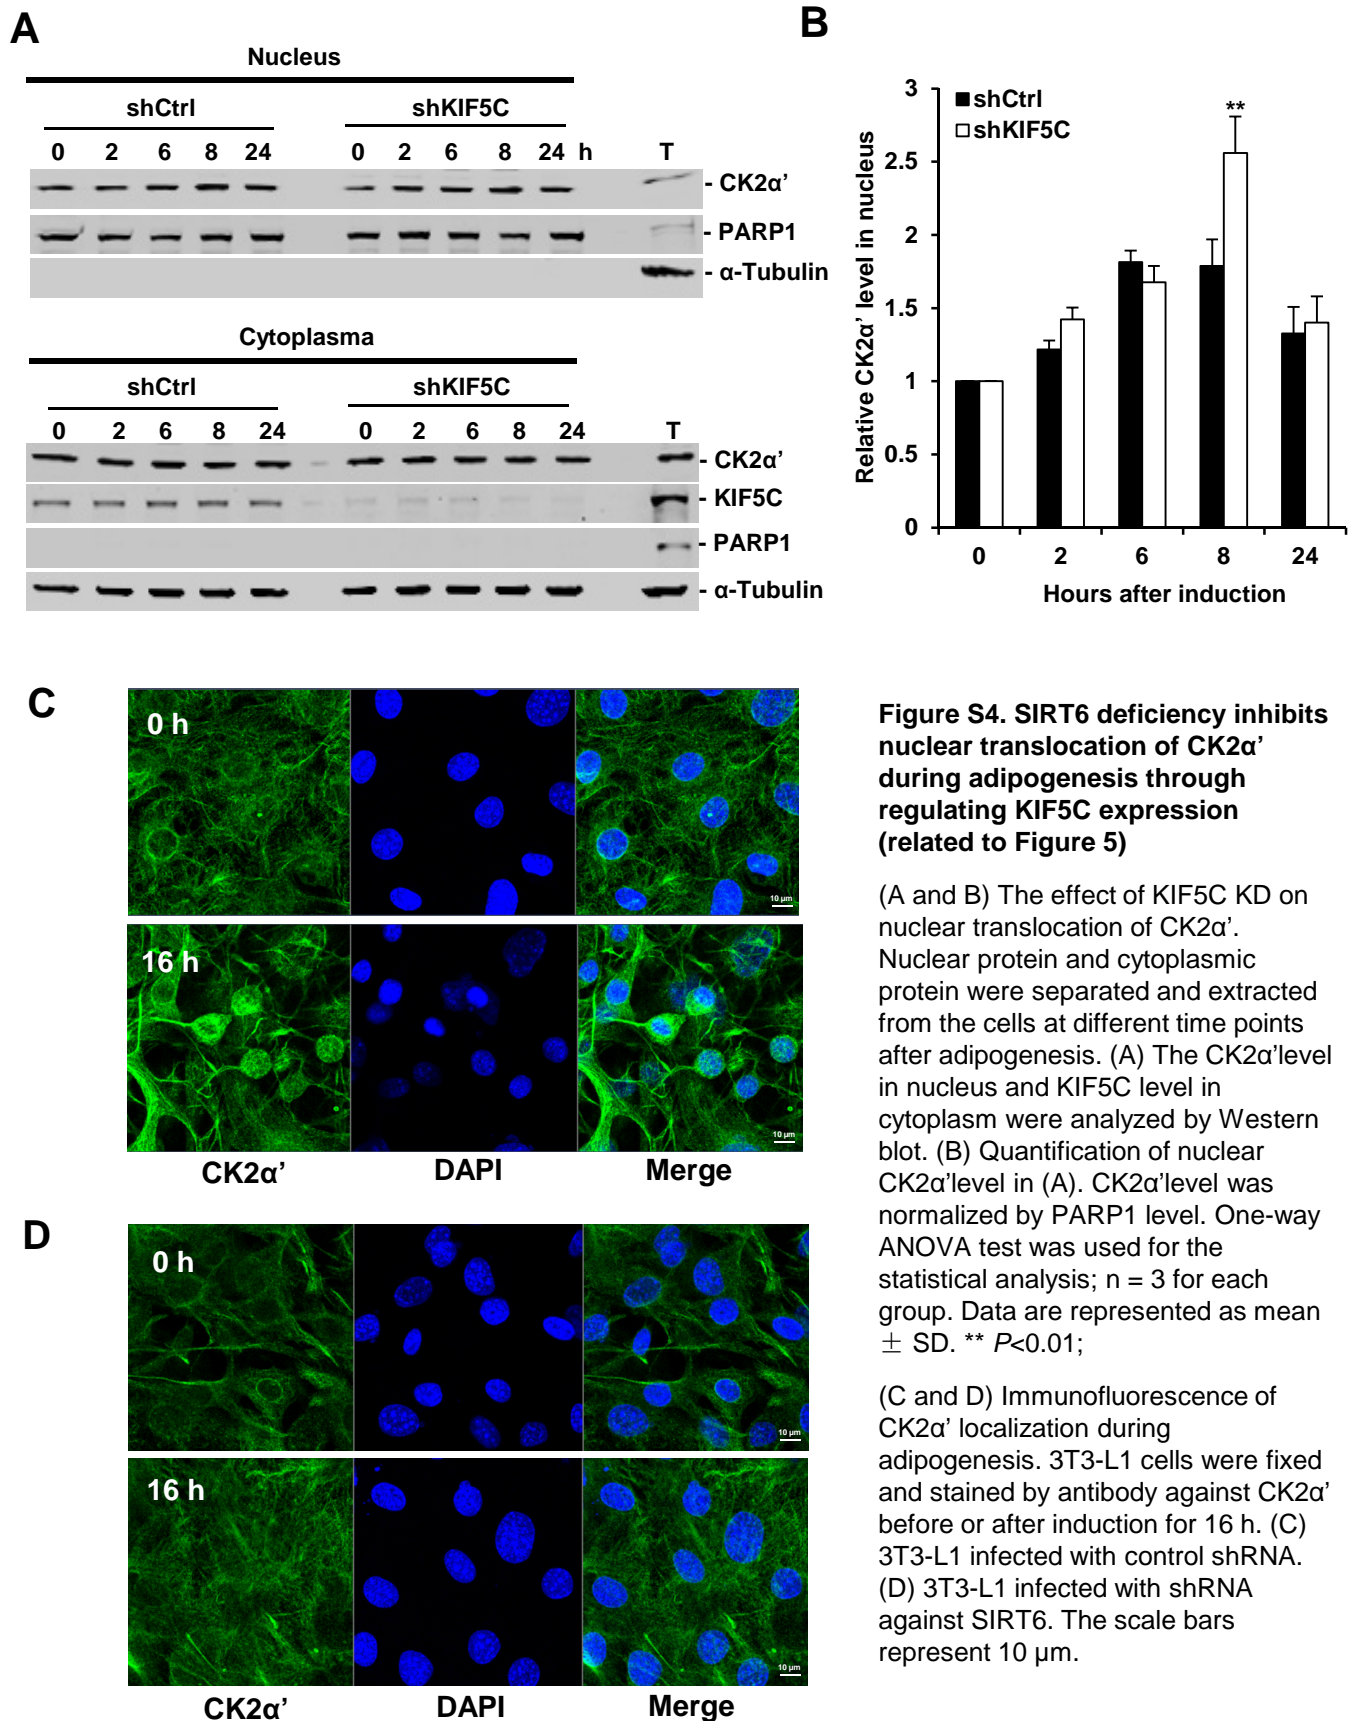

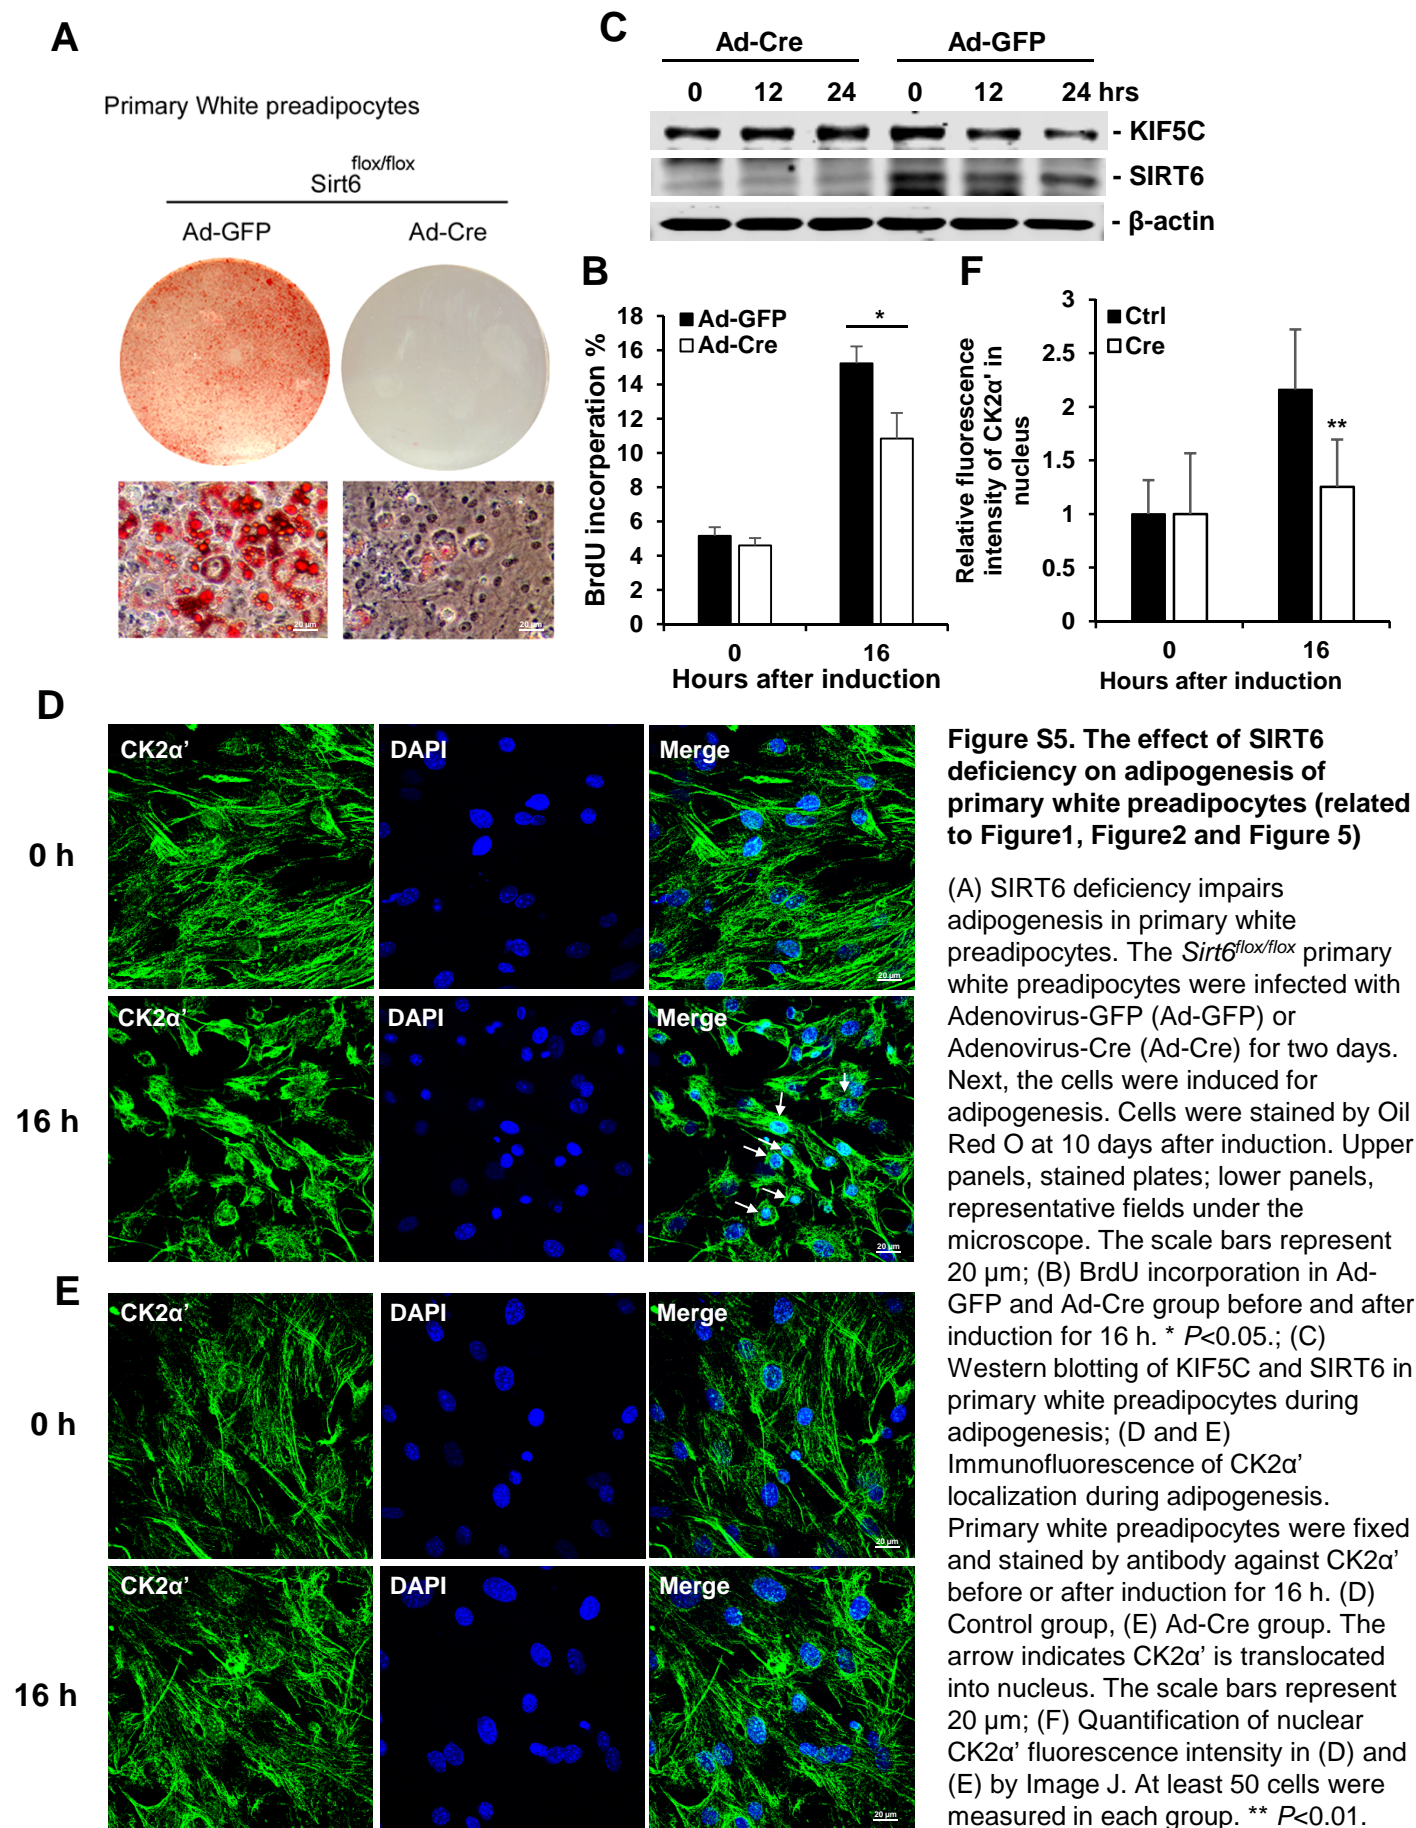

A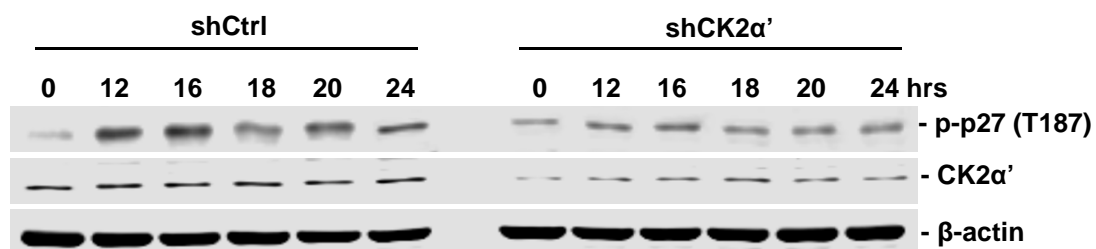**B**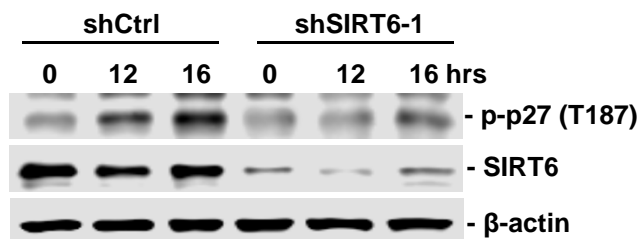

Figure S6. CK2α' KD and SIRT6 KD impairs phosphorylation of p27 during adipogenesis (related to Figure 6)

(A) The effect of CK2α' KD on phosphorylation of p27 (T187).

(B) The effect of SIRT6 KD on phosphorylation of p27 (T187).

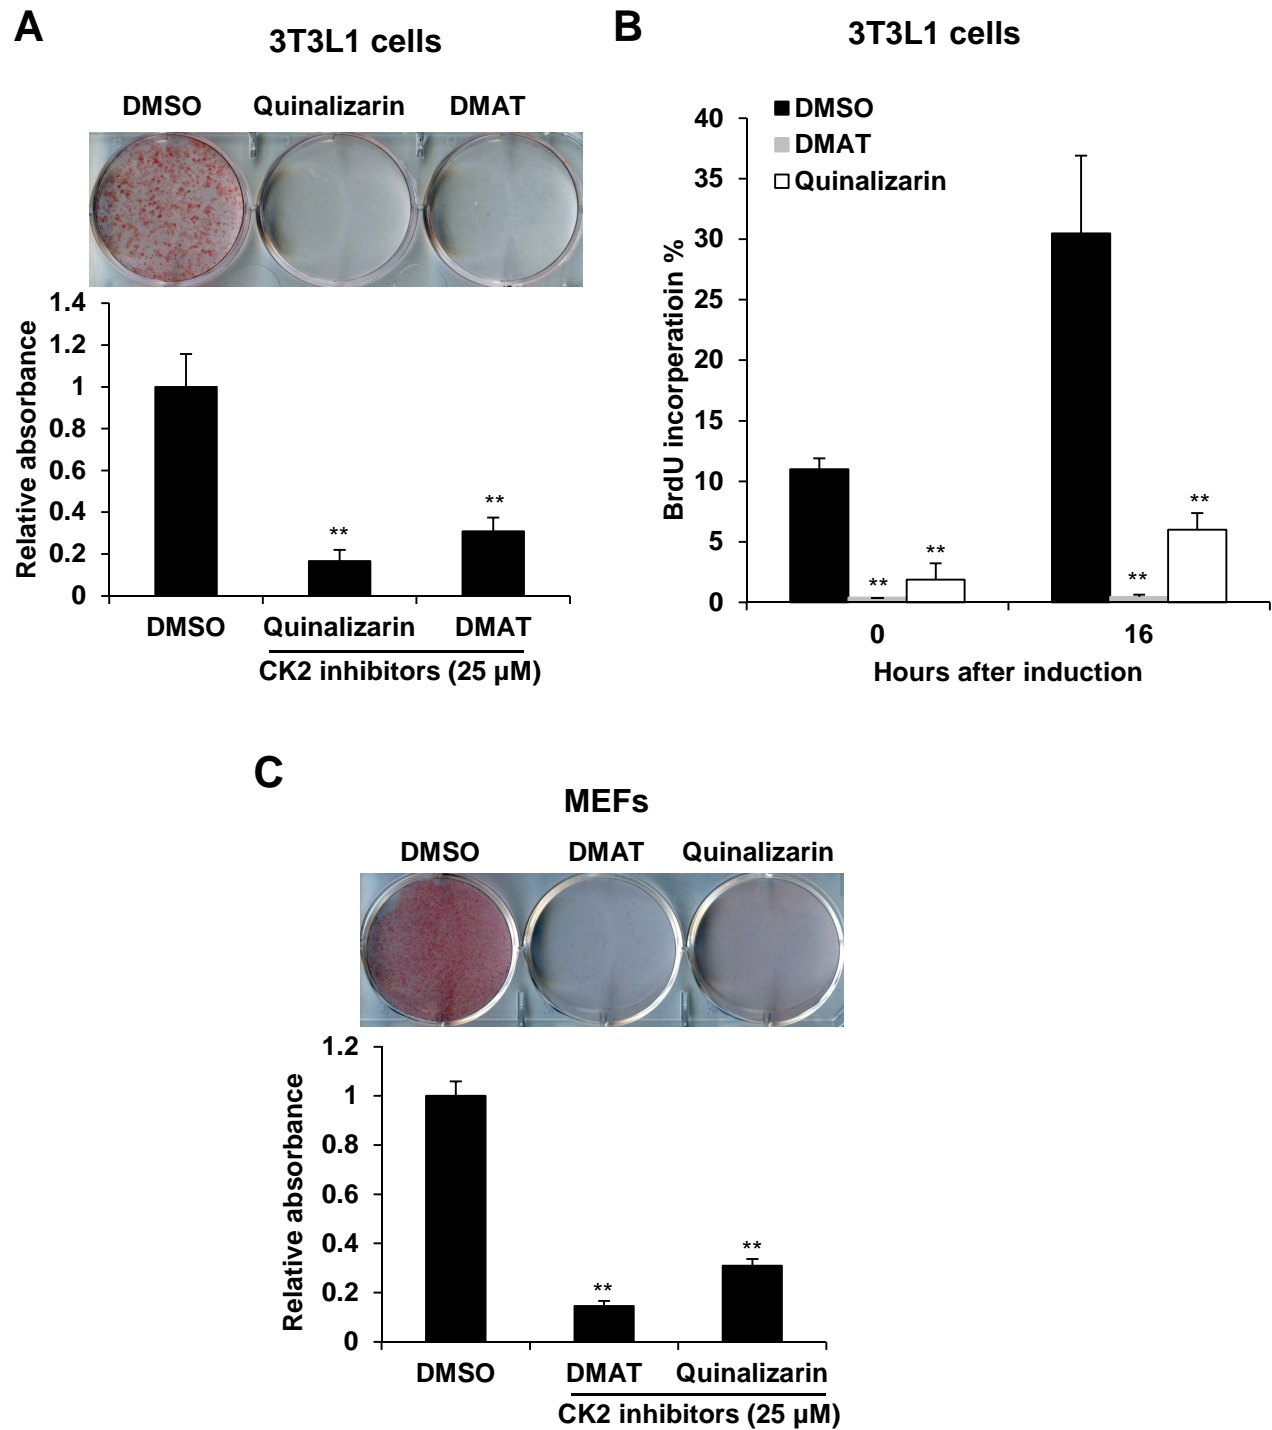

Figure S7. CK2 inhibitors blocks adipogenesis (related to Figure 6)

(A) 3T3-L1 cells were induced for adipogenesis with or without CK2 inhibitors (quinalizarin or DMAT). Upper panel, stained plates; lower panel, the amount of Oil Red O was quantified; (B) CK2 inhibitors blocks BrdU incorporation in 3T3-L1 cells during adipogenesis; (C) MEFs were induced for adipogenesis with or without CK2 inhibitors (quinalizarin or DMAT). Upper panel, stained plates; lower panel, the amount of Oil Red O was quantified. One-way ANOVA test was used for the statistical analysis; $n = 3$ for each group. Data are represented as mean $\pm$ SD. ** $P < 0.01$.

Supplementary Table 1. Gene significantly changed in SIRT6 KD 3T3-L1 cells as compared to WT cells after induction for 20 h. Related to Figure 3

	

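The table lists genes by the fold between the mean signals of SIRT6 KD and WT cells 20 hr after induction and by an unadjusted p. Of its 14 entries, 11 could be matched to a gene with a cluster of its own, and 10 of these had the direction given. The study chose these genes on these same arrays, so the shared direction is not independent evidence. Beyond Kif5c and Trim30d, Npn2 had a log2 fold change of 0.82 (standard error 0.23, unadjusted p = 0.00189), and the vomeronasal receptor Vmn1r80 had -0.79 (unadjusted p = 0.00121). The defensin gene Defb7 had a log2 fold change of 0.64 (unadjusted p = 0.000964), the microRNA gene Mir130b 0.59, the olfactory receptors Olfr441 -0.72 and Olfr1265 -0.64, and the vomeronasal receptor Vmn2r26 0.67. Nnat, which encodes neuronatin, had -0.03 on its brightest cluster. Kif5c was the 1 matched entry with an adjusted p under 0.05. Of the 11, 6 had a mean signal below the receptor level, and 4 of the 14 are olfactory or vomeronasal receptors, a class that served here as a guide to background. For all 14 entries, a cluster of the value table has the fold listed (within 5.1e-05) and an unmoderated p over the 6 groups within 5% of the one listed.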

Gene Symbol	RefSeq	Fold-Change	p-value	Function
**Up**	<i>Npn2</i>	Z31359	1.768	0.01045	Cardiovascular development, axon guidance, and tumorigenesis
	<i>Zfp71-rs1</i>	NM_145622	1.60311	1.2E-05	Transcriptional regulation
	<i>Vmn2r26</i>	NM_019917	1.58876	0.03638	G-protein coupled receptor activity, response to pheromone
	<i>Kif5c</i>	NM_008449	1.56607	2.2E-05	Kinesin protein
	<i>Nnat</i>	NM_010923	1.56601	0.02641	Maintenance of the overall structure of the nervous system
	<i>Defb7</i>	NM_139220	1.55976	0.0053	Bactericidal activity.
	<i>LOC100505096</i>	XM_003688848	1.55492	0.01712	Unknown
	<i>Trim30d</i>	NM_199146	1.52153	0.00063	Involved in virus infection
	<i>1110032F04Rik</i>	NM_001167996	1.52019	0.01792	Integral component of membrane.
	<i>Mir130b</i>	NR_029659	1.50233	0.0165	Involved in post- transcriptional regulation of gene expression
**Down**	<i>Olfir1265</i>	NM_146343	-1.5536	0.00916	G-protein coupled receptor activity, olfactory receptor activity
	<i>Enpp2</i>	ENSMUST00000171545	-1.5712	1.1E-07	For generating lysophosphatidic acid (LPA)
	<i>Olfir441</i>	ENSMUST00000095954	-1.6443	0.01353	G-protein coupled receptor activity, olfactory receptor activity
	<i>Vmn1r80</i>	NM_134204	-1.7236	0.0073	Pheromone binding Source, pheromone receptor activity

Cut-off by fold-change >1.5 and p-value <0.05

Supplementary Table 2. Gene significantly changed in SIRT6 KD 3T3-L1 cells as compared to WT cells after induction for 40 h. Related to Figure 3

	

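The table gives the same measures for cells 40 hr after induction. Of its 28 entries, 24 could be matched to a gene with a cluster of its own, and all 24 had the direction given. As these genes too were chosen on these arrays, their direction is not independent evidence. An adjusted p under 0.05 was reached by 7 of them: Dpt, Kif5c and Trim30d, which were higher in SIRT6 KD cells, and Efna2, Zfp862-ps (listed as Zfp862), Krt16 and Entpd5, which were lower. Entpd5, a nucleotidase of the endoplasmic reticulum, had a log2 fold change of -0.59 (standard error 0.11, adjusted p = 0.0464). It missed the threshold when any single array at 40 hr was left out (adjusted p = 0.0821 to 0.214). Tdpoz9 (listed as Gm9125), whose mean signal lies below the receptor level, had a log2 fold change of 1.35 (standard error 0.31, adjusted p = 0.0994), with an SD of 1.07 in SIRT6 KD cells and 0.179 in WT cells. Ogn, which encodes the matrix protein osteoglycin, had a log2 fold change of 0.63 (adjusted p = 0.181), Rab39b, a small GTPase of vesicle traffic, had 0.47 (adjusted p = 0.0612) on its brightest cluster and 0.73 (adjusted p = 0.00528) on the other, and the keratin gene Krt15 had -0.59 (adjusted p = 0.123). Near 0 on their brightest clusters were Hdx (0.08), Nanp (-0.02), the ribosomal protein gene Rps24 (-0.10) and Mpc1 (listed as Brp44l), a mitochondrial pyruvate carrier (-0.13). Of the 24, 9 had a mean signal below the receptor level, and 3 of the 28 entries are receptors of the background class. Each of the 28 entries has a cluster with the fold and, within 5%, the unmoderated p that the table lists.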

**Gene Symbol**	**RefSeq**	**Fold-Change**	**p-value**	**Gene function**
**Up**	<i>Gm9125</i>	NM_001163730	2.55059	0.00346	Unknown
	<i>Vmn1r180</i>	NM_206869	1.87675	0.00561	Pheromone receptor activity
	<i>Dpt</i>	NM_019759	1.81294	5.48E-05	Involved in cell-matrix interactions and matrix assembly
	<i>Hdx</i>	ENSMUST0000113422	1.74669	0.01098	DNA binding
	<i>Rab39b</i>	NM_175122	1.65884	5.30E-06	Small GTPases that are involved in vesicular trafficking.
	<i>Trim30d</i>	NM_199146	1.56517	0.00037	Involved in virus infection
	<i>Kif5c</i>	NM_008449	1.5578	2.41E-05	Kinesin
	<i>Gm5166</i>	NR_027707	1.55325	0.0008	Unknown
	<i>Ogn</i>	NM_008760	1.55028	0.01114	Heparin binding, axonogenesis
	<i>AF366264</i>	NM_153093	1.54092	0.04627	Cysteine-type peptidase activity
	<i>4930444P10</i>	ENSMUST0000115367	1.52064	0.01286	Spermatogenesis
	<i>Rik</i>	NM_001166835	1.51536	0.00109	Pheromone receptor activity
	<i>D630023F18Rik</i>	BC137870	1.50761	0.00201	Unknown
	<i>Olfir810</i>	ENSMUST0000091986	1.50728	0.00823	G-protein coupled receptor activity, olfactory receptor activity.
	<i>Gm4841</i>	NM_001034859	1.50575	0.00488	GTPase activity, central GTP binding
**Down**	<i>Entpd5</i>	NM_001026214	-1.50075	0.00023	Hydrolase activity, guanosine-diphosphatase activity
	<i>Krt15</i>	NM_008469	-1.50866	0.00336	Scaffold protein binding, structural molecule activity
	<i>Brp44l</i>	NM_018819	-1.52395	0.00605	Mitochondrial pyruvate transmembrane transport
	<i>Nme2</i>	ENSMUST0000072566	-1.5532	0.00122	Transcription factor
	<i>Krt16</i>	NM_008470	-1.55555	8.21E-05	Structural molecule activity and structural constituent of cytoskeleton
	<i>Sft2d1</i>	ENSMUST0000093169	-1.56511	0.02133	May be involved in fusion of retrograde transport vesicles derived from an endocytic compartment with the Golgi complex
	<i>LOC100862386</i>	XM_003688892	-1.61712	0.04266	Unknown
	<i>Eif2s3x</i>	NM_012010	-1.62341	0.00365	GTP binding and translation initiation factor activity
	<i>Zfp862</i>	NR_015597	-1.65415	4.38E-09	Nucleic acid binding and protein dimerization activity
	<i>Nanp</i>	NM_026086	-1.66102	0.02506	Involved in N-acetylneuraminate biosynthesis
	<i>Efna2</i>	NM_007909	-1.66202	3.43E-05	Ephrin receptor binding

<i>Rps24</i>	NM_011297	-1.66222	0.00633	Nucleotide binding, poly(A) RNA binding, structural constituent of ribosome
<i>Rmrp</i>	NR_001460	-1.66463	0.00015	Endoribonuclease, which cleaves mitochondrial RNA

Cut-off by fold-change >1.5 and *p*-value <0.05

Supplementary Table 3. Sequences used for real-time PCR. Related to Figure 3, Figure 4 and Figure S1

**Gene**	**Forward primer (5' - 3')**	**Reverse primer (5' - 3')**
<i>Sirt6</i>	AGTCCTCCAGCGTGGTTTT	AGCATTCTCGAAGGTGGTGT
<i>Pparg</i>	GCTGTTATGGGTGAAACTCT	TGGCATCTCTGTGTCAACCA
<i>Cebpa</i>	CAAGAACAGCAACGAGTACCG	GTCACTGGTCAACTCCAGCAC
<i>Fabp4</i>	ACACCGAGATTTCTTCAAAGT	CCATCTAGGGTTATGATGCTCTTCA
<i>Adipoq</i>	GTGATGGCAGAGATGGCACT	CCTTCAGCTCCTGTCATTCC
<i>Cebpb</i>	AAGCTGAGCGACGAGTACAAGA	GTCAGCTCCAGCACCTTGTTG
<i>Cebpd</i>	CGACTTCAGCGCCTACATTGA	CTAGCGACAGACCCACAC
<i>Kif5c</i>	GCCTTGAAGAGTGTCCTCCA	GGGCTCTAGGCTCTTCTGGT
<i>Kif5a</i>	CATCCATTGTGGTACGCATC	CTCTTCCTGGTCCAGCATCT
<i>Kif5b</i>	CCAACAAAGCCAATTGGTAGA	AGGCGATTGAGTTCAGCTTG
<i>Rn18s</i>	AGTCCCTGCCCTTTGTACACA	CGATCCGAGGGCCTCACTA

Supplementary Table 4. Sequences used for ChIP assay. Related to Figure 3 and Figure S2

**Name**	**Forward primer (5' - 3')**	**Reverse primer (5' - 3')**
KIF5C ChIP-1	GCTGGAGGTCAGCAGCAG	CAGCTTCTCAGCAGGTCATC
KIF5C ChIP-2	GAGCACGGTGGTGCTGAT	CCTGCTGCTGACCTCCAG
KIF5C ChIP-3	GGGGGTCCTCTCAAGCTAAT	CATCCTGCATCAGCACCAC
KIF5C ChIP-4	ACAACACAGGGAAACGCTCT	GCAAGGCTTGGATTAGCTTG
KIF5C ChIP-5	TCTGACTTAGCGTTGCAGTGA	AGAGCGTTTCCCTGTGTTGT
KIF5C ChIP-6	TTTTGTCCCAAGTTGCCTTC	TCACTGCAACGCTAAGTCAGA

Experimental Procedures

Reagents, Plasmids and Antibodies.

All reagents used for cell culture were purchased from Invitrogen. CK2 inhibitors such as Quinalizarin and DMAT were purchased from Sigma. The lentiviral shRNA plasmid pLKO.1 targeting SIRT6 (clone ID TRCN0000108930, TRCN0000108934), KIF5C (TRCN0000311436, TRCN0000354039), CK2 α ' (TRCN0000025664), CK2 β (TRCN0000278122), and shRNA control plasmid were purchased from Sigma. Mouse full-length KIF5C and CK2 α ' expressing vector were purchased from Origene (Rockville, MD), and KIF5C cDNA was cloned into retroviral plasmid pBabe-puro. pX330 (hSpCas9 + chimeric guide RNA) plasmid was requested from Feng Zhang's lab. The guide sequence targeting KIF5C was synthesized and inserted into pX330 by BbsI according to protocol from Zhang's lab.

Anti-Perilipin A (P1998), anti- β -actin (A5316), anti- α -Tubulin (T5168) and anti-SIRT6 (S4322) for ChIP were purchased from Sigma. Anti-PPAR γ (2443), anti-C/EBP α (2295), anti-aP-2 (3544), anti-PARP1 (9532), anti-Akt (9272), anti-phospho-Akt (Ser473, 9271), anti-phospho-histone H3 (Ser10) (9706) and anti-SIRT6 (12486) for Western blot were from Cell signaling (Danvers, MA). Anti-CyclinA (sc-751), anti-CyclinB (sc-245), anti-CyclinE (sc-481), anti-CDK1 (sc-54), anti-CDK2 (sc-163), anti-E2F1 (sc-193), anti-p27 (sc-527), anti-p-p27 (Thr 187, sc-16324), anti-KIF5C (sc-134602), anti-CK2 α ' (sc-6481), anti-CK2 α (sc-373894) and anti-c-Myc (sc-40) were from Santa Cruz Biotechnology, Inc. Anti-CK2 β (04-1128), anti-Histone3 (06-755) were from Millipore (Billerica, MA). Anti-BrdU (347580) was from BD Biosciences. Anti-H3K9Ac (ab4441), anti-CK2 α ' (ab10474) was from Abcam (Cambridge, MA). Anti-H3K56Ac (A-4026-050) was from Epigentek Group Inc. (Brooklyn, NY).

How the deposited data were processed for this re-analysis (not part of the article)

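RNA of WT and SIRT6 KD 3T3-L1 cells before induction and 20 hr and 40 hr after it was measured on Mouse Gene ST arrays, with 3 arrays in each of 6 groups. According to the paper, total RNA was isolated with Trizol, processed with the RNeasy mini kit and analyzed at the Genomics Core of NIDDK. The submitters' processing notes name RMA, without the software or its version. The log2 values were made by the authors, as deposited, by RMA (background correction, quantile normalization across arrays and median polish of the probes), with 1 value per transcript cluster and no replicates pooled. All 18 arrays were used. Other measurements of the paper, such as blots, cell counts and real-time PCR, were not used here.

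Clusters without a gene symbol (16010) or with several (1814) were left out of the tests, which covered 23521 clusters, and no filter on signal was applied. A gene with several clusters is given by the one with the highest mean over all arrays. In R 4.3.3, limma 3.58.1 (lmFit, eBayes) fitted the 6 groups together, with 12 residual degrees of freedom and 6.37 from the prior. A cluster was called at a Benjamini-Hochberg adjusted p under 0.05, and for the change after induction also at a fold above 1.5. A second count took a fold above 1.5 and an unadjusted p under 0.05, as the footnotes of Tables S1 and S2 do. The paper names a one-way analysis of variance in SPSS for all its data. The comparisons were SIRT6 KD against WT at each time and averaged over the times, 20 hr and 40 hr against 0 hr in each genotype, and the difference of the SIRT6 KD effect between each later time and 0 hr. Single genes of the paper were also compared by exact permutation tests.

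Gene lists of pathways and cell type markers, 25 in all, were tested with camera at its preset correlation, with a correlation estimated for each list and with fry, and adjusted over the lists. The genes named are those of the microarray paragraph, Tables S1 and S2 and the paper's cell cycle, adipogenesis, kinesin and CK2 experiments, the 10 largest rises and 10 largest falls per comparison among called genes whose groups of arrays do not overlap, and up to 4 called members of each list. Gene positions are those of the RefSeq genes of GRCm38.p6. The number of arrays limits the precision. Data were simulated with independent normal noise of each cluster's own spread, and a known change was added in the SIRT6 KD arrays at 20 hr. Of 67 clusters changed by a fold of 1.3, limma called 31.3%. It called 65.7% of 67 at 1.5 and 98.5% of 66 at 2, and 8 of 138 calls were false. The adjusted threshold is easier to pass with more changed genes, and the real comparison at 20 hr had 5 calls. These rates are therefore not the power of the real comparison.

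The alternatives were an unmoderated test, a trend in the prior variance with robust estimation, the replicate number as a block, a filter on dim clusters, all 41345 clusters of the table, median centring, cyclic loess, array weights, a fit on the compared groups alone, other thresholds, and leaving out each array in turn. For single genes of Tables S1 and S2, the cluster of the same symbol closest to the table was added after the values were seen. Counts were also set against other splits of the same arrays, at most 100 for each.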

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

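In 7 cases the effect of SIRT6 KD on a gene list differed between a time after induction and 0 hr by camera's test of the difference itself, and in 0 of them with a correlation estimated for the list (smallest adjusted p = 0.67 at 20 hr and 0.15 at 40 hr; 1 list at an unadjusted p under 0.05 at either time). The genes of cholesterol synthesis, with a median log2 fold change of 0.13 before induction and of -0.14 at 40 hr, where the list's adjusted p with an estimated correlation was 0.44 and 0.19, had a median difference of -0.14 at 20 hr (camera adjusted p = 0.0024) and of -0.27 at 40 hr (2.5e-08), with 15 of 15 genes below 0 at both times. At 40 hr, the median difference was -0.16 for DNA replication and G1/S genes (24 of 32 below 0, adjusted p = 0.015), -0.11 for G2/M and mitosis genes (26 of 30, 0.0038), -0.062 for cytosolic ribosomal proteins (22 of 29, 0.038), -0.14 for oxidative phosphorylation genes (19 of 23, 0.0038) and 0.20 for endothelial markers (8 of 8 above 0, 0.022). For single genes, limma called 0 such differences at 20 hr and 0 at 40 hr (1180 and 2204 clusters at an unadjusted p under 0.05; 0 and 0 with the unmoderated test). Since the real counts are 0, all 100 splits of the arrays are as large by construction and say nothing about chance. Without SIRT6 KD replicate 1 at 20 hr, 0 lists differed at 20 hr, and 2 did without WT replicate 3 at 20 hr or SIRT6 KD replicate 1 at 0 hr. At 40 hr, the 6 lists became 2 without WT replicate 2 at 40 hr and 3 without SIRT6 KD replicate 2 at 0 hr or at 40 hr.

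In 390 of 22180 genes, all SIRT6 KD arrays lay above all WT arrays at 1 time and below them at another, where chance from each time's shares would give 578. For the pairs of times that include 0 hr, limma's test of the difference called 0 clusters, and the difference between 40 hr and 20 hr was not tested. Among the 8 named genes of this kind, none of which passed an adjusted p under 0.05 at any time, the effect on the log2 scale differed by 0.35 for Sqle between 0 hr and 20 hr (0.21 and -0.14; -0.34 at 40 hr, where the change of the effect from 0 hr was -0.56, adjusted p = 0.288), by 0.33 for Hmgcs1 (0.19 at 0 hr, -0.14 at 40 hr) and by 0.30 for Msmo1 (0.18 at 0 hr, -0.12 at 40 hr), which are enzymes of cholesterol synthesis. The difference was 0.33 for Klf5, a transcription factor (0.21 at 0 hr, -0.12 at 20 hr). For 4 genes whose mean signal lies below the receptor level it was 0.81 for AF366264 (0.37 at 20 hr, -0.44 at 0 hr), 0.86 for Gm5166 (0.64 at 40 hr, -0.22 at 20 hr), 0.81 for the vomeronasal receptor Vmn1r79 (0.60 at 40 hr, -0.21 at 0 hr) and 1.25 for Vmn1r80 (0.46 at 40 hr, -0.79 at 20 hr).

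Genes outside Tables S1 and S2 passed the adjusted threshold between SIRT6 KD and WT cells: 3 at 20 hr, 14 at 40 hr and 78 averaged over the times. These counts asked for no fold, whereas the tables list only genes with a fold above 1.5. With that fold added to the adjusted p, 1 cluster in all passed at 20 hr and 8 at 40 hr. The paper does not report the change after induction within each genotype on these arrays, where 2104 clusters passed at 20 hr and 1817 at 40 hr in WT cells, and 1994 and 1729 in SIRT6 KD cells.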

How the results depend on the processing

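Of 6161 values of single named genes under the alternatives, 5967 kept their side of the threshold, 182 lost a call, 12 gained one and 0 called values reversed, while 67 values with no call changed sign. All 293 calls after induction were kept under every alternative, but only 4 of the 26 named calls between SIRT6 KD and WT cells. Signal over background is a limit, since 46.5% of the clusters lie below the receptor level. The cause of the changes below was not tested, apart from thresholds, filters and left-out arrays, which change the number of genes or arrays by construction.

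SIRT6 KD against WT, clusters at an adjusted p under 0.05. At 20 hr the 5 became 12 with the trend and robust estimation, 12 with the dim filter, 1 with all clusters, 0 with median centring, 8 with cyclic loess, 8 with array weights, 0 with only the groups compared, 0 at 0.01 and 8 at 0.1. At 40 hr the 22 became 54 without moderation, 116 with the trend, 101 with the dim filter, 13 with all clusters, 14 with median centring, 69 with array weights, 3 with only the groups compared, 2 at 0.01 and 78 at 0.1. The 89 averaged over the times became 181 with the trend, 185 with the dim filter, 39 with all clusters, 18 at 0.01 and 184 at 0.1. Left-out arrays gave 0 to 1 at 0 hr (1 without WT replicate 3), 0 to 3 at 20 hr (0 without WT replicate 1, 2 or 3 or SIRT6 KD replicate 1 or 3, and 3 without SIRT6 KD replicate 2), and 2 to 20 at 40 hr (2 without WT replicate 2 or 3 or SIRT6 KD replicate 2, 5 without SIRT6 KD replicate 3, 6 without WT replicate 1). They gave 34 to 98 for the average: 42 and 46 without WT replicate 2 or 3 at 0 hr, 51, 43 and 36 without WT replicate 1, 2 or 3 at 20 hr, 36 and 45 without WT replicate 1 or 2 at 40 hr, 51 and 34 without SIRT6 KD replicate 1 or 3 at 0 hr, and 35 without SIRT6 KD replicate 2 at 40 hr. The difference of the effect between 40 hr and 0 hr gave 1 cluster with the trend, and 0 to 1 with left-out arrays (1 without WT replicate 3 at 0 hr).

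The counts after induction kept within a factor of 1.5 except with all clusters (WT at 20 hr 3561, SIRT6 KD at 20 hr 3438 and at 40 hr 2673). The share of higher clusters changed side with the scaling: in WT cells at 20 hr it was 54.4% as deposited, 67.4% after median centring and 47.8% after cyclic loess. No scaling moved the median of all clusters by over 0.1.

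At the study's thresholds, the counts of 18, 15 and 25 at 0 hr, 20 hr and 40 hr became 4, 5 and 14 with the dim filter, 227, 254 and 266 with all clusters, 1, 0 and 1 at a fold above 2, 151, 181 and 285 at a fold above 1.3, and 0, 1 and 8 with the adjusted p. Left-out arrays gave 12 to 46 at 0 hr (46 without WT replicate 3, 44 without SIRT6 KD replicate 1), 14 to 40 at 20 hr (32 without WT replicate 1, and 40, 30 and 37 without SIRT6 KD replicate 1, 2 or 3) and 35 to 70 at 40 hr (39 and 47 without WT replicate 1 or 3, and 70, 40 and 39 without SIRT6 KD replicate 1, 2 or 3). The 2 genes shared by 20 hr and 40 hr became 18 with all clusters and 1 with array weights. Left-out arrays gave 0 to 3 (0 without WT replicate 3 at 20 hr, 1 without WT replicate 2 at 20 hr or SIRT6 KD replicate 2 at 40 hr).

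Kif5c at 20 hr kept a log2 fold change of 0.647 or 0.635 but missed the adjusted threshold without moderation (0.647, adjusted p = 0.0631), with all clusters (0.647, 0.0564), with median centring (0.635, 0.0589) and with only the groups compared (0.647, 0.699), over a range of 0.00516 to 0.699. Without single arrays it was 0.581 to 0.705 (adjusted p = 0.108, 0.126 and 0.24 without WT replicate 1, 2 or 3, and 0.116, 0.0555 and 0.141 without SIRT6 KD replicate 1, 2 or 3). At 40 hr, Kif5c missed it with only the groups compared (0.64, adjusted p = 0.0922, over a range of 0.00293 to 0.0922), and without single arrays it was 0.588 to 0.682 (adjusted p = 0.0701, 0.0566 and 0.0854 without WT replicate 1, 2 or 3, and 0.084 and 0.0729 without SIRT6 KD replicate 2 or 3). Trim30d at 40 hr missed it without moderation (0.646, 0.0724), with all clusters (0.646, 0.118), median centring (0.629, 0.0549), cyclic loess (0.668, 0.0684) and only the groups compared (0.646, 0.0949), over a range of 0.0111 to 0.118, and without any single array (0.582 to 0.703, adjusted p = 0.0615 to 0.205).

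Gene lists past camera's threshold at 0 hr, 20 hr and 40 hr (3, 2 and 7) became 0, 0 and 0 with an estimated correlation. With fry they became 0 at 0 hr and 1 at 20 hr, and with the dim filter 1 at 0 hr and 2 at 40 hr. The 5 lists averaged over the times became 0 with an estimated correlation. With fry, the lists after induction became 18 for WT at 40 hr, and 19 and 17 for SIRT6 KD at 20 hr and 40 hr. Lists whose effect differed from 0 hr (1 at 20 hr, 6 at 40 hr) became 0 and 0 with an estimated correlation, 0 and 1 with fry, and 1 at 40 hr with the dim filter. Left-out arrays gave 1 to 5, 0 to 3 and 4 to 9 at 0 hr, 20 hr and 40 hr (1 without WT replicate 1 or SIRT6 KD replicate 2 and 5 without WT replicate 3 at 0 hr; 1 without WT replicate 1 and 0 without SIRT6 KD replicate 3 at 20 hr; 4 without WT replicate 2 at 40 hr), and 0 to 2 and 2 to 7 for the differences from 0 hr.

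The replicate numbers were not treated as pairing the samples, since the paper names no pairing. Of 45 pairs of arrays with the same number, 5 had deviations that correlated at over 0.1, over a range of -0.22 to 0.18. Between the genotypes at one time, these correlations were 0.119, 0.0503 and 0.179 at 0 hr and 0.157, 0.0704 and 0.00446 at 20 hr. At 40 hr they were -0.0582, -0.0507 and 0.0247, and pairing within a time alone was not tested. With the replicate number as a block, 0 clusters passed at 20 hr, 14 at 40 hr and 55 averaged over the times, and Kif5c at 20 hr (0.647, adjusted p = 0.0725) and Trim30d at 40 hr (0.646, adjusted p = 0.0953) missed the threshold.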

Differences from the paper's values

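For 7 entries of Tables S1 and S2, the fold on the brightest cluster of the gene differs from the paper's. At 20 hr, Nnat is 1.56601 in the paper's table and -1.019 here, where a negative fold is a decrease. At 40 hr, the paper's value is 1.74669 for Hdx and 1.06 here, 1.65884 for Rab39b and 1.39 here, -1.52395 for Mpc1 (listed as Brp44l) and -1.10 here, -1.56511 for Sft2d1 and -1.28 here, -1.66102 for Nanp and -1.02 here, and -1.66222 for Rps24 and -1.07 here. All 9 alternatives set before the data were examined still differ for all 7 (no moderation, trend and robust estimation, replicate block, dim filter, all clusters, median centring, cyclic loess, array weights, and only the groups compared). Each of them keeps the brightest cluster, so none could remove a difference that comes from the choice of cluster. Nnat turns to 1.01 with array weights, which still differs. Another cluster of the same symbol, an alternative chosen after seeing the values, gives 1.57 for Nnat, 1.75 for Hdx, 1.66 for Rab39b, -1.52 for Mpc1, -1.57 for Sft2d1, -1.66 for Nanp and -1.66 for Rps24 and drops 0 of the paper's items. With it, 8 matched entries of Table S2 in place of 7 have an adjusted p under 0.05.

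The paper reports from real-time PCR and blots that KIF5C falls during adipogenesis in WT cells and not in SIRT6 KD cells. On the arrays, Kif5c fell in WT cells by 0.64 at 20 hr and 0.73 at 40 hr (log2, adjusted p = 4.17e-05 and 1.24e-05). In SIRT6 KD cells its log2 change was -0.25 at 20 hr (adjusted p = 0.0664) and -0.34 at 40 hr (adjusted p = 0.0146).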

Other observations

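Induction changed the cells of both genotypes far more than SIRT6 KD did. At 20 hr in WT cells, genes of cell division rose at an adjusted p under 0.05: 30 of 30 G2/M and mitosis genes (median log2 change 1.25; Aurkb 1.93, Birc5 1.56), 31 of 32 DNA replication and G1/S genes (0.89) and 10 of 12 histone genes (0.84). Glycolysis genes rose in 12 of 16 cases (Hk2 1.56, Bnip3 1.48), and so did 14 of 17 targets of glucocorticoids and cAMP, which the induction mixture contains or raises (Zbtb16 1.73, Fkbp5 1.61). Of the matrix genes, 16 of 29 fell (Ogn -3.78, Thbs1 -3.69), as did 14 of 26 interferon-stimulated genes (Ifit3 -1.81) and 12 of 15 cholesterol synthesis genes (Msmo1 -1.15). Each of these lists also passed with an estimated correlation, with an adjusted p of at most 0.015. Ogn and Dpt of the matrix list and Trim30d of the interferon list were picked by the study on these arrays, so the directions of these lists are not independent evidence.

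At 40 hr, 21 of 30 adipocyte genes had risen in WT cells (median log2 change 0.48, adjusted p = 2e-04 with an estimated correlation), with Cd36 at 1.89, Dgat2 at 1.89, Fabp4 at 1.45 and Pparg at 0.94. In SIRT6 KD cells 17 of 30 had risen (median 0.47, adjusted p = 0.00055). Mitosis genes were below their level at 0 hr in both genotypes: 20 of 30 fell in WT cells (median -0.41, adjusted p = 0.093 with an estimated correlation; Kif23 -1.38) and 26 of 30 in SIRT6 KD cells (median -0.56, adjusted p = 0.034). Cholesterol synthesis genes fell in 14 of 15 and 15 of 15 cases (median -0.71 and -1.05). The largest rises in WT cells at 20 hr included Pip (5.75), Prg4, the lubricin gene (4.36), and the serpin gene Serpina3n (3.44). Of 1145 clusters higher at 20 hr in WT cells and 941 in SIRT6 KD cells, 839 were shared, and of 886 and 599 at 40 hr, 527 were. Of 959 and 1053 lower at 20 hr, 816 were shared, and of 931 and 1130 at 40 hr, 819 were. The larger share of called clusters turned from higher to lower after cyclic loess in WT cells at 20 hr, and from lower to higher after median centring in WT cells at 40 hr and SIRT6 KD cells at 20 hr.

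Apart from Kif5c, the genes of the paper's blots and PCR that are given here differed little between the genotypes on the arrays. None of them passed an adjusted p under 0.05. The paper's p27 result is a loss of protein by degradation, which the arrays do not measure. At 20 hr, a time of the paper's BrdU assay, mean signals in WT and SIRT6 KD cells were 10.44 and 10.49 for Ccna2. They were 8.20 and 8.19 for Ccne1, 9.94 and 9.93 for Cdk1, 8.210 and 8.175 for Cdk2, 7.24 and 7.13 for E2f1 and 9.14 and 9.02 for Cdkn1b. At 40 hr, the log2 fold change in SIRT6 KD cells was -0.16 for Ccna2, -0.12 for Ccne1, -0.22 for Cdk1, -0.15 for Cdk2, 0.21 for E2f1 and -0.11 for Cdkn1b, which encodes p27. Ccnb1 has no cluster with a single symbol. Among adipogenic regulators, it was 0.02 for Pparg and -0.04 for Cebpa at 40 hr, and among early transcription factors at 20 hr -0.10 for Cebpb, 0.21 for Cebpd, -0.14 for Klf4 and -0.11 for Egr2. For Kif5b, a relative of Kif5c, it was 0.07, -0.12 and 0.08 at 0 hr, 20 hr and 40 hr, and for Kif5a, whose signal is below the receptor level, 0.06 at 20 hr. The CK2 subunit genes Csnk2a1 and Csnk2a2 had 0.10 and -0.07 at 20 hr.

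Averaged over the 3 times, the 26 higher clusters included Rab39b, Chrdl1 (0.34) and the crystallin gene Cryab (0.35), and the 63 lower ones the dipeptidase gene Cndp2 (-0.51), Krt15 (-0.45), the p53 target Sesn1 (-0.34), Rela (-0.31), Pdk4 (-0.30), Txnip (-0.27), Stat6 (-0.27) and the histone demethylase gene Kdm1a (-0.21). Most of these were chosen after their values were seen. Among 100 splits of the arrays within times, the real one included, the highest count of another split was 11 against the real 89. This argues against a chance split of the arrays as the source of the whole count, which was 34 to 98 when 1 array was left out. Splits cannot tell an effect of SIRT6 KD from anything else that differed between the WT and SIRT6 KD arrays. For the 2 genes shared by 20 hr and 40 hr at the study's thresholds, the highest other split also gave 2, so the real count does not stand above the other splits, although only 4 of 100 splits, a share under 0.05, were as large. The count fell to 0 without WT replicate 3 at 20 hr.

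With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. SIRT6 KD against WT gave 0 clusters at 0 hr, where the highest other split gave 1, 5 at 20 hr (highest other 4) and 22 at 40 hr (highest other 0). At the study's thresholds the counts were 18 (37), 15 (37) and 25 (26), with the highest other split in brackets. For gene lists they were 3 (4), 2 (3) and 7 (5). After induction, the real counts were 2104 and 1817 in WT cells and 1994 and 1729 in SIRT6 KD cells, against 0, 0, 0 and 1 in the highest other split.

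Of the tests that follow, the one on dim clusters was chosen after the result was seen, and those on WT replicate 3 and on progress were written before their values but after the gene lists or the correlations between arrays had been seen. WT replicate 3 at 0 hr correlated more with each SIRT6 KD array at 0 hr than with the other WT arrays. A wrong label would give it the SIRT6 KD pattern, yet on 41 clusters called in a separate fit of the arrays at 20 hr and 40 hr alone, averaged over both times, its score was -0.10, below the 0.0743, 0.0104 and 0.0899 of the SIRT6 KD arrays (SD 0.0421) and the -0.0149 and -0.0593 of the other WT arrays, which argues against that. After cyclic loess the array was still nearer to the SIRT6 KD arrays by 0.00117 in mean correlation (0.00156 as deposited). Cyclic loess was applied on top of the deposited RMA values and cannot undo their normalization, so the authors' normalization stays open as a cause. As 4 other arrays also correlated more with the other genotype, low separation of the genotypes stays open, and no biological explanation was tested.

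At the study's thresholds, 18 clusters passed at 0 hr and 15 at 20 hr. A candidate explanation is noise of clusters with little signal: of 54 clusters past these thresholds at any time, 35 lay below the receptor level, which is 64.8% against 46.5% of all clusters (Fisher's exact test, p = 0.00888). The biological explanation, an effect of SIRT6 KD that is present before induction, stays open: with the dim filter, a fit of the clusters above the receptor level alone, 4 passed at 0 hr and 5 at 20 hr.

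Slower progress of the expression programme was tested as a hypothesis beside the list shifts at 40 hr, which did not pass with an estimated correlation. Along the WT change from 0 hr to 20 hr, scaled so that the WT mean at 0 hr is 0, the SIRT6 KD arrays at 20 hr scored 0.902 ± 0.04 (SD, n = 3) and the WT arrays 0.943 ± 0.025 (SD, n = 3), a difference of -0.0403 (exact permutation test, p = 0.2). Along the WT change from 20 hr to 40 hr, the SIRT6 KD arrays scored 0.0398 above the WT arrays (0.898 ± 0.038 against 0.858 ± 0.06; SD, n = 3; exact permutation test, p = 0.5). The SIRT6 KD arrays already scored 0.029 and 0.077 at the starts of these axes, where the WT mean is 0 by construction. The same WT start mean also sets each axis, so its noise alone can place other arrays above 0. These starting scores, looked at after the values were seen and not tested, therefore cannot show how far the SIRT6 KD arrays moved from their own start. The scores of the 2 genotypes overlap on both axes, so slower progress cannot be told apart from equal progress. A bound written earlier would have counted any mean above WT at 40 hr against it; it was changed after the value was seen, to ask for a difference larger than the SD.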
